# Wnt signaling enhances macrophage responses to IL-4 and promotes resolution of atherosclerosis

**DOI:** 10.7554/eLife.67932

**Published:** 2021-03-15

**Authors:** Ada Weinstock, Karishma Rahman, Or Yaacov, Hitoo Nishi, Prashanthi Menon, Cyrus A Nikain, Michela L Garabedian, Stephanie Pena, Naveed Akbar, Brian E Sansbury, Sean P Heffron, Jianhua Liu, Gregory Marecki, Dawn Fernandez, Emily J Brown, Kelly V Ruggles, Stephen A Ramsey, Chiara Giannarelli, Matthew Spite, Robin P Choudhury, P'ng Loke, Edward A Fisher

**Keywords:** atherosclerosis resolution, Wnt, IL4, pge2, STAT3, macrophages, Human, Mouse

## Abstract

Atherosclerosis is a disease of chronic inflammation. We investigated the roles of the cytokines IL-4 and IL-13, the classical activators of STAT6, in the resolution of atherosclerosis inflammation. Using *Il4^-/-^Il13^-/-^* mice, resolution was impaired, and in control mice, in both progressing and resolving plaques, levels of IL-4 were stably low and IL-13 was undetectable. This suggested that IL-4 is required for atherosclerosis resolution, but collaborates with other factors. We had observed increased Wnt signaling in macrophages in resolving plaques, and human genetic data from others showed that a loss-of-function Wnt mutation was associated with premature atherosclerosis. We now find an inverse association between activation of Wnt signaling and disease severity in mice and humans. Wnt enhanced the expression of inflammation resolving factors after treatment with plaque-relevant low concentrations of IL-4. Mechanistically, activation of the Wnt pathway following lipid lowering potentiates IL-4 responsiveness in macrophages via a PGE_2_/STAT3 axis.

## Introduction

The past several decades have seen large reductions in fatal and non-fatal complications arising from atherosclerosis, but the most recent data show that these are on the rise again (Xu et al., 2016). According to the World Health Organization, atherosclerotic cardiovascular disease is still the leading cause of morbidity and mortality worldwide (WHO, 2017). Current therapies aim at inhibiting further progression of the disease, most commonly by lowering low-density lipoprotein (LDL) cholesterol levels. When most patients present for cardiovascular risk reduction, they already have advanced, complex and potentially dangerous plaques. Indeed, several clinical trials examining the effectiveness of available therapies concluded that the majority of treated patients will still undergo major coronary events (Libby, 2005). Hence, the resolution of atherosclerosis remains a vital clinical goal.

We and our collaborators have previously demonstrated a range of resolution of atherosclerosis in several mouse models (Rahman et al., 2017; Peled et al., 2017; Feig et al., 2011a; Chereshnev et al., 2003; Rahman and Fisher, 2018; Potteaux et al., 2011; Basu et al., 2018). We have utilized these models to identify and investigate the involved pathways. Collectively, our studies demonstrated that resolution entails a net decrease in plaque macrophage content, with the remaining macrophages showing a pro-resolving phenotype (Rahman and Fisher, 2018). For example, during disease progression, plaque macrophages are predominantly inflammatory, expressing factors such as C-C motif chemokine ligand 2 (CCL2) 1, tumor necrosis factor (TNF) ɑ, and vascular cell adhesion molecule (VCAM) 1 (Parathath et al., 2011; Cybulsky et al., 2001; Combadière et al., 2008; Boyle et al., 2003; Feig et al., 2011b). Conversely, during resolution there is an accumulation of inflammation-resolving, tissue remodeling macrophages, which express arginase (ARG) 1 and mannose receptor (MRC) 1, and the concomitant loss of macrophages with the inflammatory subtype (Feig et al., 2011b; Hewing et al., 2013).

ARG1 has been previously considered to be a beneficial factor in atherosclerosis. A potential basis for this is that increased ARG1 activity would limit substrate to iNOS for conversion to damaging reactive nitrogen species (Munder, 2009). More recently, ARG1 was shown to aid the licensing of macrophages to clear multiple apoptotic cells, which would be expected to be important in atherosclerosis resolution (Yurdagul et al., 2020). *Arg1* expression is mainly regulated through the canonical transcription factor for type 2 immune responses, signal transducer and activator of transcription (STAT) 6 (Van Dyken and Locksley, 2013; Rutschman et al., 2001). Importantly, we recently showed that STAT6 is necessary for resolution of murine atherosclerosis in a process that also requires monocytes to be recruited to resolving plaques (Rahman et al., 2017).

In the present study, we aimed at determining the signals upstream of STAT6 that induce resolution of atherosclerosis and hypothesized that the classical activators of STAT6, IL-4, and/or IL-13 are involved. Our data show that IL-4 is indeed necessary, but that there are also additional factors operating in concert with it, one of which is Wnt.

## Results

### Deficiency in *Il4/13* impairs the resolution of atherosclerosis

To begin to understand the factors upstream of STAT6 needed for atherosclerosis resolution, we examined the requirements for the canonical activators of STAT6, namely IL-4 and IL-13. Mice deficient in both *Il4* and *Il13* (*Il4^-/-^Il13^-/-^*) were injected with a liver-specific AAV expressing *Pcsk9* to result in LDLr deficiency and fed Western diet (WD) to promote hypercholesterolemia in order to develop advanced atherosclerotic lesions by 20 weeks (Bjørklund et al., 2014; Roche-Molina et al., 2015; Peled et al., 2017). At this time, a baseline (BL) group was harvested to examine the size and composition of the established plaques. To decrease plasma cholesterol thereafter and induce resolution of atherosclerosis (Res), mice were injected with an anti-sense oligonucleotide (ASO) to apolipoproteinB (ApoB) and switched to chow diet for 3 weeks, as described (Lin et al., 2019; Sharma et al., 2020; Figure 1A).

**Figure 1.**
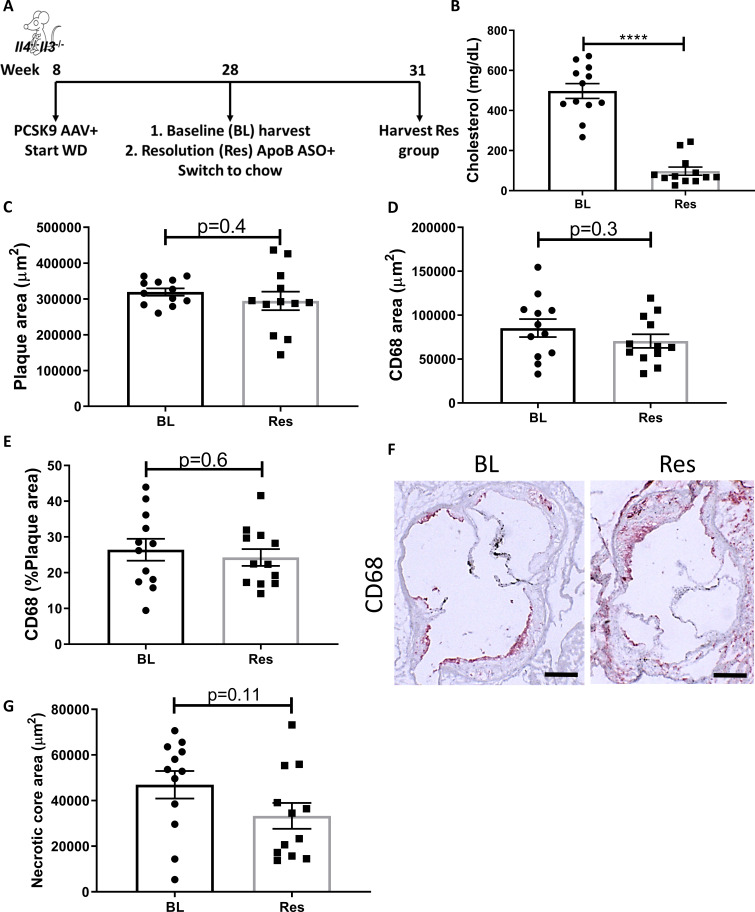
Global IL-4/13 deficiency impairs atherosclerosis resolution. (**A**) Experimental design. (**B**) Plasma cholesterol. Aortic root morphometric analysis for areas of (**C**) plaque, (**D**) CD68, (**E**) % of plaque positive for CD68, (**F**) representative images (red, CD68; scale bar, 200 µm), and (**G**) necrotic core. ****p<0.0001, as determined via two-tailed Student's *t*-test.

Treatment with the *Pcsk9* AAV and WD caused a significant increase in total plasma cholesterol (~500 mg/dL), whereas subsequent ApoB ASO injections decreased plasma cholesterol to normal levels (~60 mg/dL, Figure 1B). We previously showed, in an identical experimental design, that ApoB ASO administration to *Pcsk9* AAV and WD-treated WT mice for 3 weeks resulted in decreased plaque size and macrophage (CD68+ cells) content in aortic roots (Sharma et al., 2020). In the present study, following cholesterol lowering, there were no significant changes in aortic root plaque size (Figure 1C), macrophage content (Figure 1D–F), or necrotic core area (Figure 1G) in mice deficient in IL-4 and IL-13. Collectively, these data indicate that IL-4/13 are needed for atherosclerosis resolution.

### IL-4/13 produced by cells newly recruited to plaques upon cholesterol lowering are dispensable for resolution of atherosclerosis

We previously reported that atherosclerosis resolution requires recruitment of new *Stat6*-expressing monocytes to plaques (Rahman et al., 2017). Because we demonstrated that IL-4/13 are important for atherosclerosis resolution (Figure 1), we next examined whether the source of the IL-4/13 is from cells newly recruited in the resolution phase or from cells in the plaques prior to the induction of lipid lowering.

Thus, we performed aortic arch transplant studies (as described previously Rahman et al., 2017; Chereshnev et al., 2003), in which aortic arches from hyperlipidemic *Ldlr*^-/-^ donors fed WD for 20 weeks (BL group) were transplanted into normolipidemic WT or *Il4^-/-^Il13^-/-^* mice. Four weeks post transplant, the grafted aortic segments were evaluated for plaque burden and macrophage content (see Experimental design; Figure 2A). As expected, the arch donors (and BL group) had elevated total cholesterol levels (978 ± 141 mg/dL), whereas the transplant recipients were normocholesterolemic (79 ± 22 mg/dL and 73 ± 10 mg/dL for WT and *Il4^-/-^Il13^-/^*^-^ mice, respectively; Figure 2B). Although plaque size did not change significantly between the BL and transplant recipients (Figure 2C), there was a significant and comparable reduction (~60%) in plaque macrophages in both the WT and *Il4^-/-^Il13^-/-^* recipient groups (Figure 2D, E). The necrotic core area significantly diminished as well in both recipient groups (Figure 2F). Thus, resolution of atherosclerosis was similar in WT and *Il4^-/-^Il13^-/-^* recipients (Figure 2D–G), indicating that IL-4/13 production by cells newly recruited is not essential for resolution of atherosclerosis. These results were confirmed in an additional aortic transplant experiment, in which plaque-bearing aortic arches from *Apoe*^-/-^ donors fed WD for 16 weeks were grafted into either WT or *Il4*^-/-^ recipients for 2 weeks (Figure 2—figure supplement 1A), resulting in plaque size and macrophage content changes consistent with those in *Il4^-/-^Il13^-/-^* transplant recipients (Figure 2—figure supplement 1B–G). Notably, there was a marked decrease in macrophage content of both WT and *Il4*^-/-^ arch recipients (Figure 2—figure supplement 1D–E, G).

**Figure 2.**
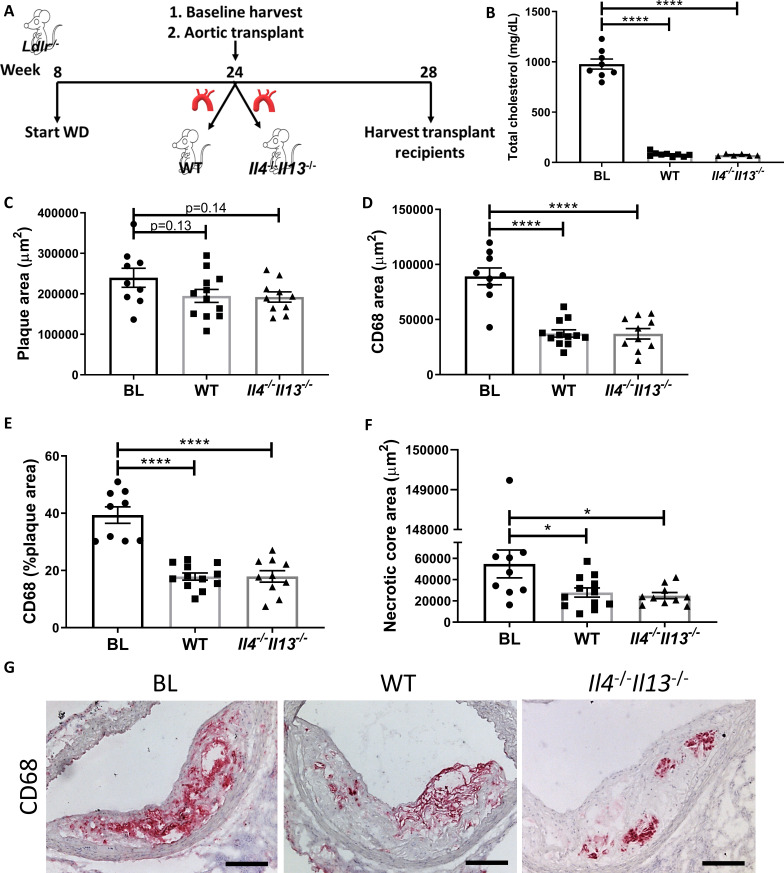
Production of IL-4/13 by newly recruited cells is not required for resolution of atherosclerosis. (**A**) Experimental design. (**B**) Plasma cholesterol. (**C–G**) Morphometric analysis and representative images of grafted aortic arches for areas of (**C**) plaque, (**D**) CD68, (**E**) % of plaque positive for CD68, and (**F**) necrotic core. Red, CD68; scale bar, 100 µm. ****p<0.0001 and *p<0.05 compared with the baseline group as determined via one-way ANOVA and Dunnett’s multiple comparison test.

**Figure 2—figure supplement 1.**
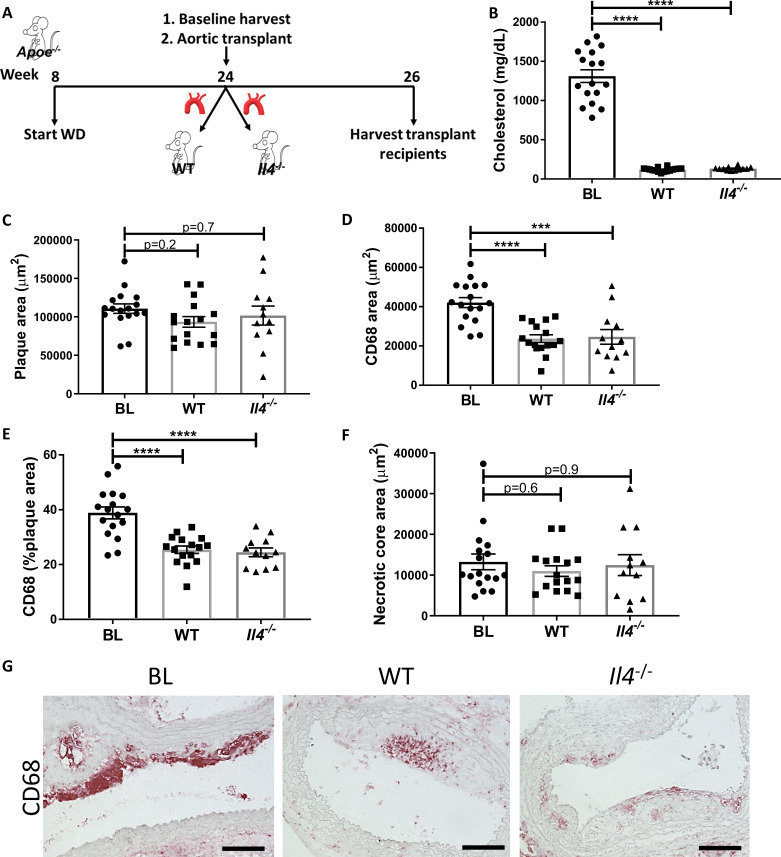
Production of IL-4 by newly recruited cells is not required for resolution of atherosclerosis. (**A**) Experimental design. (**B**) Plasma cholesterol. (**C–F**) Morphometric analysis, and (**G**) representative images of grafted aortic arches for areas of (**C**) plaque, (**D**) CD68, (**E**) % of plaque positive for CD68, and (**F**) necrotic core. Red, CD68; scale bar, 100 µm. ****p<0.0001 and ***p<0.001 compared with the baseline group as determined via one-way ANOVA and Dunnett’s multiple comparison test.

Our data thus far indicate that IL-4/13 are needed for atherosclerosis resolution, and the source of these cytokines is not from cells that are newly recruited in the resolution phase, but from cells accumulating during the disease progression phase.

### IL-4/13 content in plaques is unchanged between atherosclerosis progression and resolution

We next evaluated whether IL-4/13 content is increased during atherosclerosis resolution. To measure cytokine abundances in plaques, *Ldlr*^-/-^ mice fed WD for 20 weeks (BL) and treated with ApoB ASO for an additional 3 weeks (Res) were examined. Upon harvest, plaques from aortic arches and brachiocephalic arteries were carefully excised and evaluated for CCL2, IL-4, and IL-13. CCL2 was used as a control since we previously showed that its levels are decreased in resolving plaques (Rahman et al., 2017; Feig et al., 2011b). Consistent with our previous reports (e.g., Rong et al., 2001), CCL2 abundance in plaques showed a marked decrease from progression to resolution (Figure 3A).

**Figure 3.**
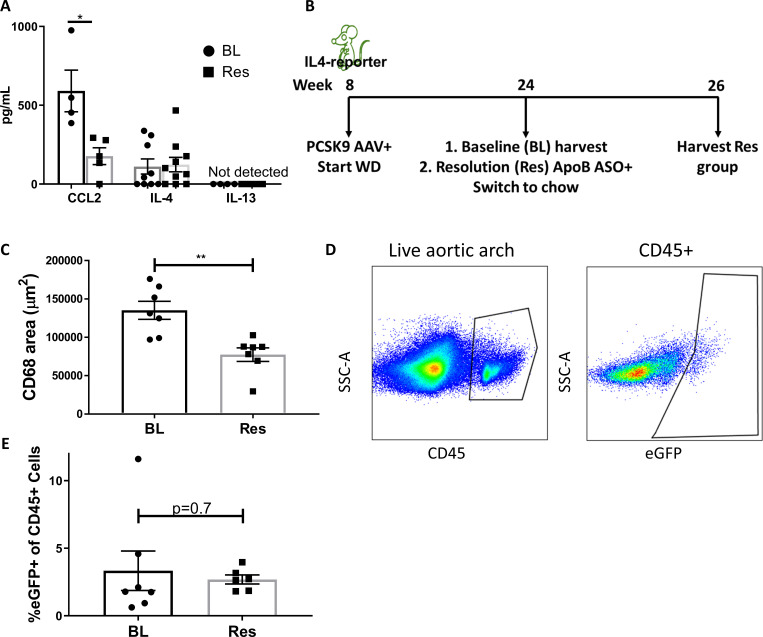
IL-4/13 levels do not change during resolution of atherosclerosis. (**A**) Quantification of CCL2, IL-4, and IL-13 protein levels in aortic arch plaques of *Ldlr^-/-^* BL mice or further treated for lipid lowering for 3 weeks (Res). (**B**) Experimental design. (**C**) CD68-positive area in aortic roots. (**D**) Gating scheme of aortic arches single-cell suspensions and (**E**) quantification of IL-4 (eGFP+) producing cells in aortic arches. **p<0.01 and *p<0.05 determined by an unpaired *t*-test (two-tailed).

**Figure 3—figure supplement 1.**
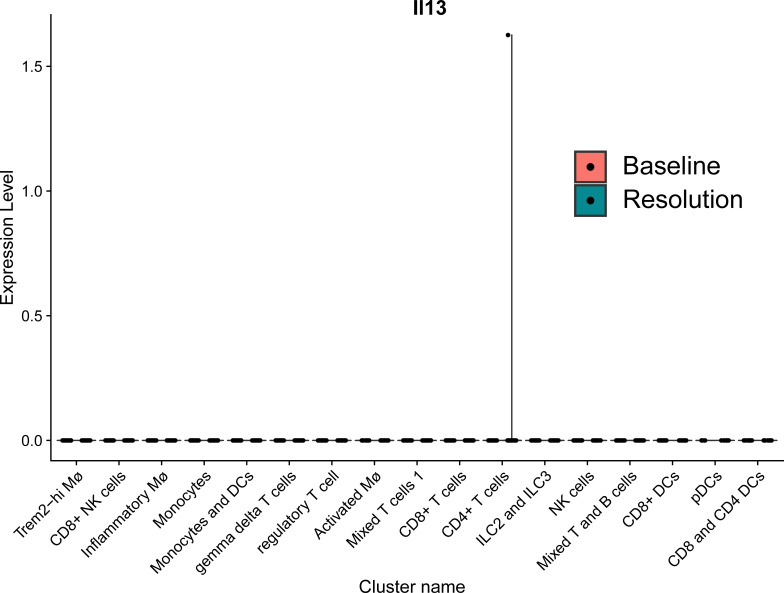
*Il13* expression in plaques during disease progression and resolution on a single cell level. *Il13* gene expression in plaque immune cells (from Sharma et al., 2020).

In contrast to CCL2, IL-4 levels did not significantly change between progression (111 pg/mL) and resolution (123 pg/mL; Figure 3A) and were strikingly lower (over two orders of magnitude) than those commonly used in cell culture experiments (10–20 ng/mL) (Minutti et al., 2017; Bosurgi et al., 2017; Sanin et al., 2018). Interestingly, IL-13 was undetectable (<3 pg/mL) in both progressing and resolving plaques. To confirm that plaque IL-13 levels are negligible, we examined its expression in a recently published dataset of plaque immune cells pre- and post-atherosclerosis resolution (Sharma et al., 2020). In accordance with the undetectable protein levels, only one cell in the entire dataset showed *Il13* expression (Figure 3—figure supplement 1). Hence, we focused on IL-4 in subsequent experiments.

Because IL-4 production is needed in cells that accumulate during atherosclerosis progression, but not in cells newly recruited during resolution (Figures 1 and 2), we next examined the abundance of IL-4-producing cells in plaques. IL-4-reporter mice were injected with *Pcsk9-*AAV and fed WD for 16 weeks to promote atherosclerosis formation. BL mice were harvested, and the disease resolution group was induced with ApoB ASO treatment and chow diet (Figure 3B). We confirmed that ApoB ASO treatment led to reduction in plaque macrophages and promoted resolution of atherosclerosis (Figure 3C). Aortic arches were digested and analyzed using flow cytometry (Figure 3D). Results showed no significant difference in the proportion of IL-4-producing leukocytes (CD45+ cells) when comparing mice from the BL (3.3%) and resolution (2.7%) groups (Figure 3E).

Our data suggest that small amounts of IL-4-producing cells accumulate in progressing plaques and do not increase further during the resolution phase. In the reparative environment, the IL-4 that accumulated is apparently sufficient to activate STAT6, which in turn polarizes plaque macrophages to pro-resolving cells.

### Macrophage Wnt signaling is associated with disease resolution and decreased atherosclerosis severity in mice and humans

Because IL-4 levels do not change in resolving plaques, we postulated that this environment contains other factors that license IL-4 activation of STAT6.

To explore this, we reviewed our transcriptome data from macrophages taken by laser-capture microdissection from progressing and resolving plaques (Ramsey et al., 2014). These data (from two independent mouse models (Feig et al., 2011a) suggested activation of the Wnt pathway (Ramsey et al., 2014). This was of particular interest since a mutation causing downregulation of this pathway led to early coronary artery disease in humans (Mani et al., 2007). Moreover, activation of Wnt signaling in macrophages was recently shown to inhibit atherosclerosis progression (Wang et al., 2018).

To confirm this activation in resolving plaques, single-cell RNA-sequencing (scRNA-seq) data from progressing and resolving plaque macrophages that we recently published (Lin et al., 2019) were analyzed for the expression of Wnt-related genes (GO term GO0060070 ‘Wnt signaling Pathway’). The expression of these genes was summed per cell, aggregated by Louvain clusters and plotted (Figure 4A). This analysis showed expression of Wnt-related genes in all the macrophage clusters (Figure 4A). Notably, comparison between progressing and resolving plaque macrophages demonstrated that in disease resolution there is an overall increase in the expression of Wnt-related genes across most clusters (Figure 4B). The relative expression levels of each Wnt-related gene from resolving versus progressing plaque macrophages are presented in Figure 4C. Among the Wnt regulated genes, *Cttnb1*, the gene encoding for β-catenin, the downstream canonical effector of Wnt, was the most upregulated across macrophage clusters (Figure 4C).

**Figure 4.**
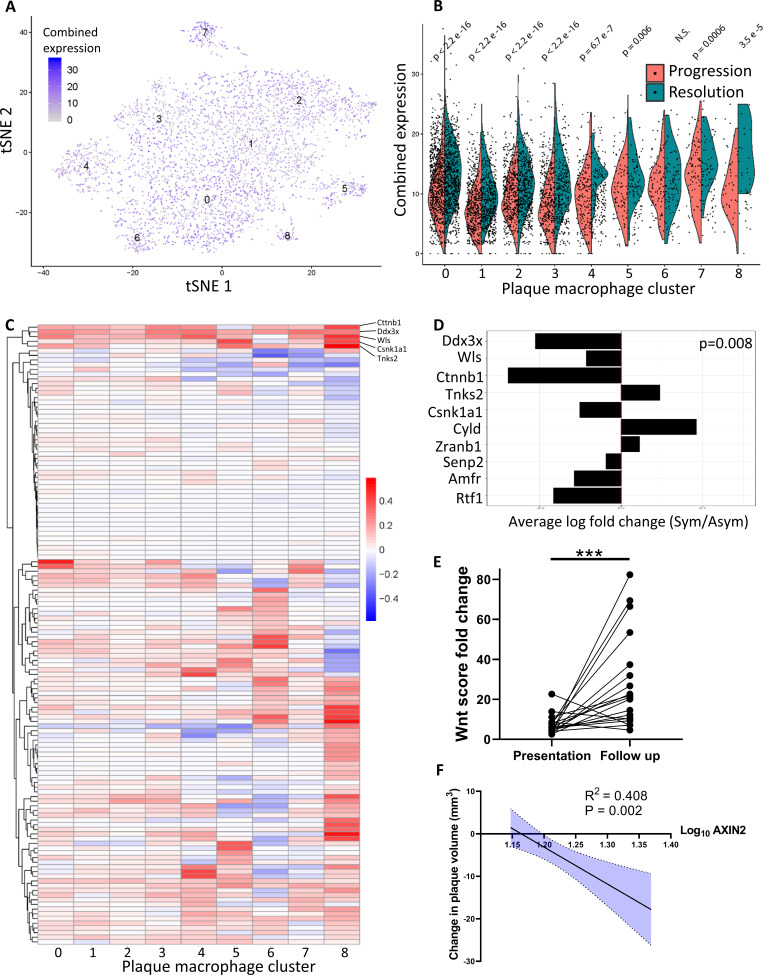
Atherosclerosis severity is associated with decreased responsiveness of plaque macrophages to Wnt signaling in mice and humans. (**A–C**) Cumulative expression of genes associated with the GO term GO:0016055 of data from Lin et al., 2019 represented in (**A**) Louvain clusters for both progression and resolution groups and (**B**) divided by treatment. (**C**) Individual GO:0016055 gene expression per cluster, comparing treatment groups. Red, higher expression in resolution; blue, higher expression in progression. (**D**) Human plaque macrophages obtained from endarterectomies (from Fernandez et al., 2019) were examined for their expression of the top 10 most upregulated genes from GO:0016055 in mouse resolving plaque macrophages (from Lin et al., 2019). Relative expression of symptomatic (Sym) versus asymptomatic (Asym) is presented. Permutation tests of Fernandez et al. expressed genes was performed to calculate the probability of 7 or more genes out of 10 to have lower expression in the Sym group, p=0.008. (**E**) Expression of seven Wnt marker genes (*Axin2, Ddx3x, Wls, Senp2, Ctnnb1, Csnk1a1,* and *Amfr*) was measured in peripheral blood mononuclear cells (PBMCs) from statin-naïve patients at presentation of acute coronary syndrome and 3 months intensive atorvastatin treatment follow-up (Alkhalil et al., 2018). (**F**) Change in the expression of the Wnt hallmark gene, *Axin2,* in PBMCs obtained from patients was examined in relation to change in plaque volume from presentation to follow-up (Alkhalil et al., 2018).

To extend our analysis of Wnt signaling to human plaque macrophages, we analyzed a recently published dataset characterizing the transcriptome of human endarterectomy leukocytes (Fernandez et al., 2019). First, Wnt-responsive gene expression data from mouse plaque macrophages (Figure 4C) were averaged across all clusters. The 10 highest differentially expressed genes in resolving plaques were identified and their expression examined in carotid plaque macrophages from symptomatic (Sym) versus asymptomatic (Asym) patients (Fernandez et al., 2019; Figure 4D). Results show that of the 10 genes 7 had lower expression levels in Sym patients’ plaque macrophages compared to Asym patients (Figure 4D). A permutation test resulted in a p-value=0.008, thereby supporting a *bona fide* inverse relationship between Wnt signaling and disease severity across species, consistent with the genetic loss-of-function association with premature CAD (coronary artery disease; Mani et al., 2007).

To independently support the clinical relevance of the inverse relationship between Wnt signaling and disease severity, we next examined whether the Wnt pathway is associated with atherosclerosis resolution in humans. A recently described cohort of statin-naïve patients that were treated with high-dose atorvastatin following presentation with an acute coronary syndrome (Alkhalil et al., 2018) was used. Using advanced imaging techniques, the authors evaluated carotid artery plaque volume at presentation and 3 months later. We investigated the expression of seven Wnt-associated genes (*Axin2, Ddx3x, Wls, Senp2, Ctnnb1, Csnk1a1,* and *Amfr*) in peripheral blood mononuclear cells (PBMCs) obtained at presentation and follow-up. The fold-change of each gene expression at the follow-up compared to presentation was calculated per patient and summed to create a ‘Wnt score’. These scores at the 3-month follow-up were significantly increased relative to disease presentation, indicated by the increased Wnt score (Figure 4E). Notably, the expression of *Axin2*, the hallmark Wnt target gene (Jho et al., 2002; Lustig et al., 2002), significantly correlated with a decrease in plaque volume (R^2^ = 0.408, p=0.002; Figure 4F). These data provide further support that atherosclerosis resolution is associated with upregulation of the Wnt pathway not only in mice, but also in humans.

### The Wnt signaling pathway collaborates with IL-4 to enhance expression of macrophage pro-resolving genes in vitro

Because Wnt signaling is upregulated in resolving plaque macrophages and IL-4 levels were similar in progressing and resolving plaques, we examined whether this pathway augments the effects of IL-4. Wnt3a is a wnt pathway activator and is most commonly used for studies in vitro. Thus, we treated bone marrow-derived macrophages (BMDMs) with recombinant Wnt3a protein and IL-4 (at its plaque concentration). First, we confirmed that treatment with Wnt3a activated the Wnt pathway, indicated by the upregulation of *Axin2* (Figure 5—figure supplement 1A) and the accumulation of the transcription co-activator β-catenin (Figure 5—figure supplement 1B). Examination of genes associated with pro-resolution (e.g., *Arg1*, *Ccl17,* and *Socs1*) revealed that Wnt3a treatment did not alter their expression. However, when cells were co-treated with Wnt3a and IL-4, these transcripts showed increased expression relative to IL-4 alone (Figure 5A–C).

**Figure 5.**
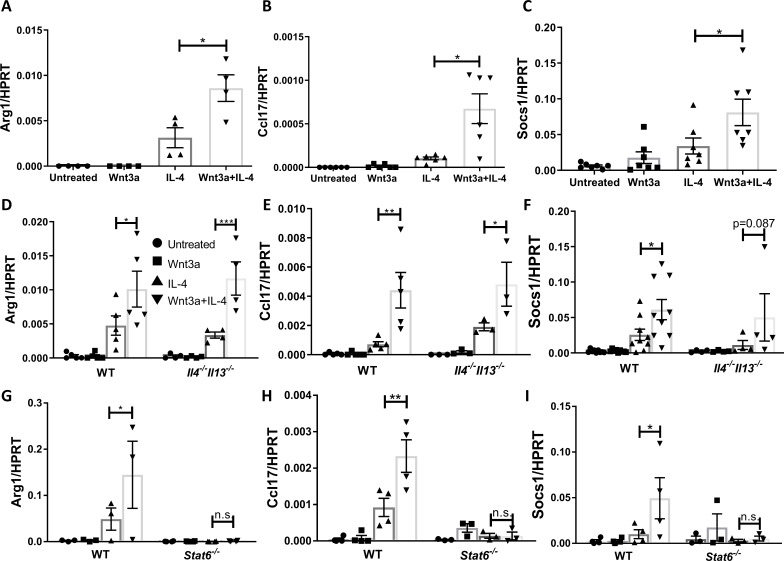
Wnt3a enhances macrophage IL-4-induced gene expression in vitro. Bone marrow-derived macrophages from WT (**A–C**), *Il4^-/-^Il13^-/-^* (**D–F**), or *Stat6*^-/-^ (**G–I**) mice were treated with Wnt3a, IL-4, or their combination for 16 hr and expression of (**A**/**D**/**G**) *Arg1*, (**B**/**E**/**H**) *Ccl17,* and (**C**/**F**/**I**) *Socs1* was determined using qPCR. p-Values were determined via (**A–C**) one-way ANOVA or (**D–I**) two-way ANOVA compared with IL-4 treatment and Dunnett’s multiple comparison test (with repeated measurements). *p<0.05; **p<0.01; ***p<0.001.

**Figure 5—figure supplement 1.**
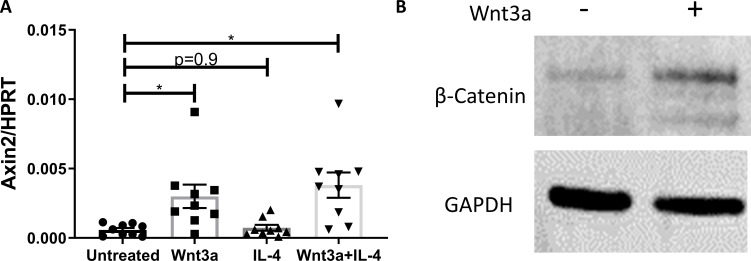
Macrophage responsiveness to Wnt stimulation in vitro. (**A**) WT bone marrow-derived macrophages were treated with Wnt3a and IL4 (as in Figure 5) and expression of Axin2 determined with qPCR. *p<0.05 compared with the untreated group as determined via 1-way ANOVA and Dunnett’s multiple comparison test (with repeated measurements). (**B**) Representative western blot image for β-catenin and GAPDH of bone marrow-derived macrophages treated with Wnt3a for 1 hour (one out of 3 independent experiments).

To examine whether the enhanced expression of these pro-resolving genes is due to Wnt3a-induced production of IL-4/13, we repeated the in vitro experiments with *Il4^-/-^Il13^-/-^* BMDMs. The data show that the expression of the pro-resolving genes was enhanced in cells co-treated with Wnt3a and IL-4 (Figure 5D–F), indicating that the increased gene expression cannot be explained by induced production of IL-4/13. Since the signal transducer of IL-4 is STAT6 (as noted above, previously shown to be required for plaque resolution Rahman et al., 2017), we studied its involvement in the enhanced pro-resolving gene expression by using BMDMs from *Stat6*^-/-^ mice. As shown in Figure 5G–I, *Stat6* deficiency completely abrogated the expression of *Arg1*, *Ccl17,* and *Socs1* and the enhancement observed in cells co-treated with Wnt3a and IL-4. In sum, the data suggest that Wnt signaling cooperates with IL-4/STAT6 signaling to augment macrophage pro-resolving gene expression.

### Wnt signaling is required for the resolution of atherosclerosis

Our in vitro and in vivo data suggest a role for the Wnt signaling pathway in resolving atherosclerosis. To strengthen this suggestion, we performed an atherosclerosis resolution study. Reversa mice (Feig et al., 2011a) were fed WD for 16 weeks to establish advanced atherosclerotic plaques (baseline group; BL). LDL-C levels were then lowered and mice treated with an established Wnt inhibitor, LGK974 (Liu et al., 2013), or vehicle, for an additional 3 weeks (Figure 6A).

**Figure 6.**
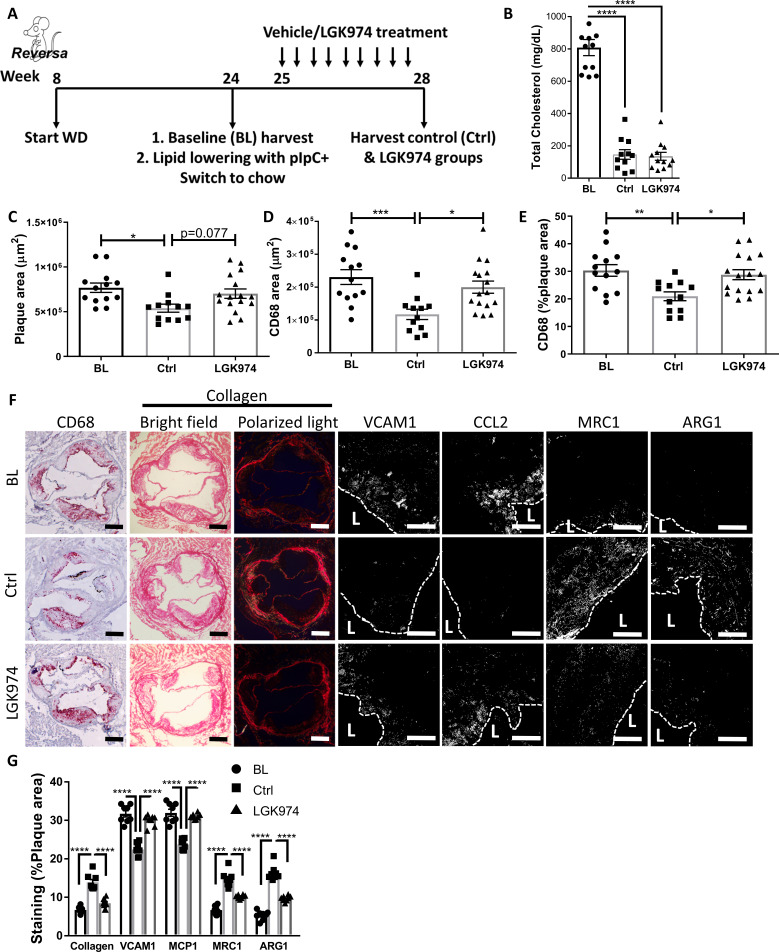
Wnt inhibition impairs atherosclerosis resolution and reparative macrophage polarization. (**A**) Experimental design. (**B**) Plasma cholesterol. Aortic root morphometric analysis for areas of (**C**) plaque, (**D**) CD68, and (**E**) %of plaque positive for CD68. (**F**) Representative images and (**G**) quantification of aortic roots stained for (from left to right) CD68, collagen (with picrosirius red, imaged in bright field and under polarized light), vascular cell adhesion molecule 1, C-C motif chemokine ligand 2, mannose receptor 1MRC1, and arginase 1. Scale bar, 200 µm for CD68 and collagen, 50 µm for others. The dashed line demarcates plaque, and L stands for lumen. ****p<0.0001, ***p<0.001, **p<0.01, and *p<0.05 determined via one-way ANOVA comparing each group to the other groups, with Dunnett’s multiple comparison test.

**Figure 6—figure supplement 1.**
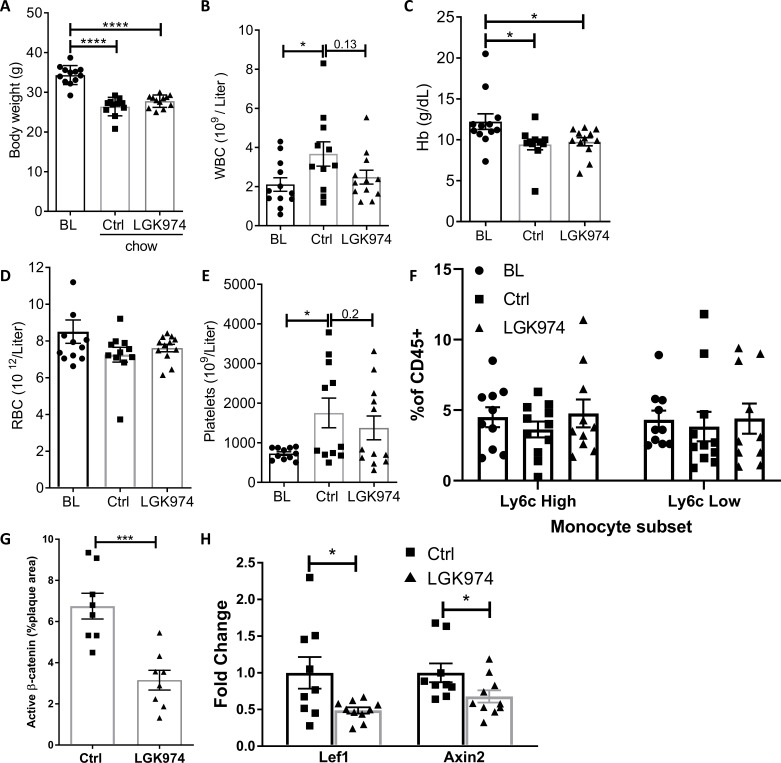
Effects of Wnt inhibition on general physiological parameters. (**A**) Body weight and (**C–E**) hematological parameters on harvest day (experimental design in Figure 6A). p-values were determined via 1-way ANOVA comparing each group to the other 2 groups, with Dunnett’s multiple comparison test. (**F**) Flow-cytometry analysis of circulating monocyte subsets. (**G**) Quantification of aortic root lesions stained for active, non-phosphorylated β-catenin. (**H**) Expression of *Lef1* and *Axin2* (normalized to *Hprt*) in LCM excised macrophages determined by qPCR. (**G-H**) p-values were determined by an unpaired t test (2-tailed), ****p<0.0001, ***p<0.001and *p<0.05.

BL mice were hypercholesterolemic (~810 mg/dL), and mice from both lipid-lowering groups were normocholesterolemic (~140 mg/dL; Figure 6B). Mice treated with LGK974 had similar body weights (Figure 6—figure supplement 1A), lipid profiles (Figure 6B), hematological parameters (Figure 6—figure supplement 1B–E), and frequencies of Ly6C^hi^ and Ly6C^lo^ circulating monocytes (Figure 6—figure supplement 1F) compared to the control (Ctrl) group. To confirm that Wnt inhibition was successful in the LGK974-treated mice, plaques were stained for the active form of β-catenin (Figure 6—figure supplement 1G), which showed significantly less active β-catenin. To verify that LGK974 treatment inhibited Wnt signaling in plaque macrophages, we excised them using laser capture microdissection (LCM) and examined the expression of Wnt-responsive genes. The data show decreased expression of *Lef1* and *Axin2* from LGK974 compared to vehicle-treated mice (Figure 6—figure supplement 1H).

Plaque area and macrophage content were significantly decreased in the control group compared to BL (Figure 6C–F). However, mice that received the Wnt inhibitor did not have a significant decrease in plaque or macrophage area (Figure 6C–F), despite equally low cholesterol levels (Figure 6B). Furthermore, we previously reported that resolving plaques are enriched with collagen, presumably because the content of matrix metalloprotease-producing macrophages decline (Peled et al., 2017). We again observed this increase in plaque collagen in the control resolution group, but it was not detected in the Wnt inhibitor group (Figure 6F, G). As noted above, atherosclerosis resolution is characterized by the change in the inflammatory state of plaque macrophages from pro-inflammatory to pro-resolving (Rahman et al., 2017; Ramsey et al., 2014; Feig et al., 2012). Consistent with this, plaque immunostaining showed that in control resolution there was downregulation of the pro-inflammatory markers CCL2 and VCAM1, which were not attenuated in the LGK974 group. Additionally, compared to BL mice, in the control group there were increases in pro-resolving markers ARG1 and MRC1, which were not seen in the LGK974 group (Figure 6F, G). Overall, these data suggest that Wnt inhibition impairs atherosclerosis resolution and results in decreased accumulation of pro-resolving plaque macrophages.

### STAT3 is activated by Wnt3a and is required for the augmentation of IL-4

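RNA from bone marrow-derived macrophages (BMDMs), macrophages grown in culture from mouse bone marrow, was sequenced from 3 mice under 4 conditions. Cells of each mouse were left untreated or were treated for 16 hr with 100 ng/mL Wnt3a, with 100 pg/mL IL-4, or with both. The sample labels give day 7 of culture, and the paper's methods give a range from day 5 to day 10. The authors aligned trimmed single reads to the mm10 mouse genome and deposited the number of reads counted on each gene, without normalization. The table holds 48526 genes in 12 columns, and 23413 genes had at least 1 count. Total counts were 17031873, 15381184 and 15514808 in the untreated columns of mouse 1, 2 and 3, and 17113982, 15600113 and 13342492 in the IL-4 columns. They were 51905621, 50110318 and 44051201 in the Wnt3a columns, and 34452244, 33261024 and 29879207 in the Wnt3a+IL-4 columns.
The Wnt3a and Wnt3a+IL-4 columns of each mouse were not separate counts. In each mouse the Wnt3a count lay between 1 and 2 times the Wnt3a+IL-4 count in every gene, with 0 of 48526 genes outside these bounds. For pairs of these columns from different mice, between 6681 and 8625 genes lay outside. When separate libraries with the same means were drawn at random, between 3876 and 3969 genes lay outside. These bounds hold where the Wnt3a+IL-4 column is the sum of a first and a second library, and the Wnt3a column is that sum with the first library added again. Solving for both libraries in each mouse gave a part called the difference (the Wnt3a column minus the Wnt3a+IL-4 column) and a part called the remainder (the Wnt3a+IL-4 column minus the difference). The difference totalled 17453377, 16849294 and 14171994 counts in mouse 1, 2 and 3, and the remainder totalled 16998867, 16411730 and 15707213. The labels do not say which part came from the Wnt3a culture and which from the Wnt3a+IL-4 culture, and no value was used to decide it. Values of the columns are therefore given as labelled, and those of the parts beside them. The values do bear on the question. Of 420 genes changed by IL-4 alone, 375 changed the same way in the remainder against the difference, and 45 the opposite way. This argues against the difference as the Wnt3a+IL-4 culture.
Counts were normalized with edgeR's TMM method and tested with its quasi-likelihood test in a single fit of all 12 columns, with Benjamini-Hochberg adjustment and a threshold of 0.05. The test covered 13368 genes with at least 10 counts in at least 3 samples, or 12421 genes where the parts replaced the columns. Where reads are counted in both columns, the spread between them is understated. The fit estimates the spread of a gene from all 12 columns, so this can also raise the number of calls for IL-4 against untreated cells.

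**Figure D1:**
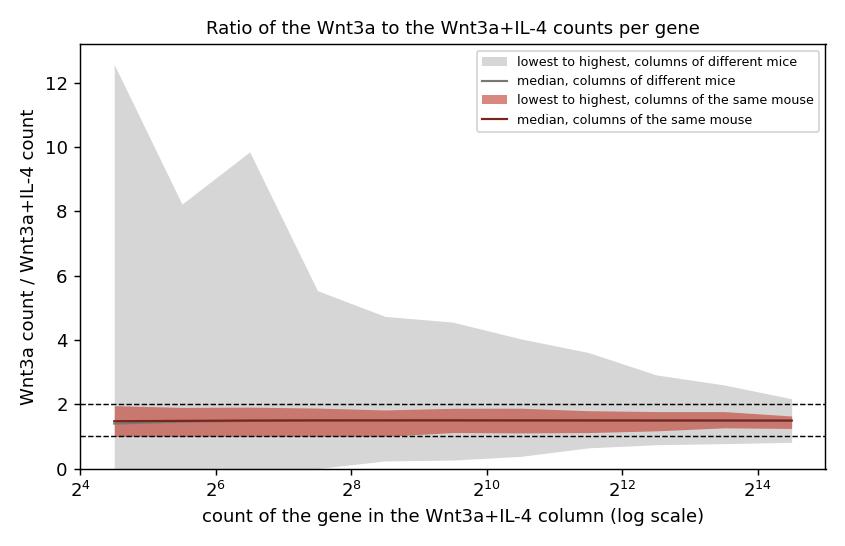
Ratio of the count in the Wnt3a column to the count in the Wnt3a+IL-4 column (linear vertical axis), by the count in the Wnt3a+IL-4 column (log horizontal axis), for genes with at least 16 counts. Bands run from the lowest to the highest gene and lines give the median, in red for columns of the same mouse and in gray for columns of different mice. The red band stays between the dashed lines at 1 and 2.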

To investigate the molecular mechanisms underlying the enhanced response of BMDMs to Wnt3a and IL-4, we performed RNA-seq of cells treated for 16 hr with media (untreated) or with media containing Wnt3a, IL-4, or Wnt3a+IL-4. Principal component analysis (PCA) shows that the untreated BMDMs cluster with the IL-4-treated cells (Figure 7A), indicating a high similarity of transcriptional profiles (Figure 7—figure supplement 1A) before Wnt-mediated augmentation. 

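On the log2 scale of normalized counts (CPM, the count relative to the library total) of the 13368 genes, the first principal component (PC1) held 53.4% of the variance and the second 12.8%. With raw counts and samples as variables, PC1 held 99.3%. PC1 scores were -36.9 ± 1.48 (SD, n = 3 mice) in untreated cells and -30.6 ± 3.78 (SD, n = 3) in IL-4-treated cells. Over all 13368 genes, the mean distance between an untreated and an IL-4-treated sample was 63.9, against 55.9 within the untreated and 52.6 within the IL-4-treated samples. The distance between the groups was 1.18 times the distance within them (one-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). Untreated samples lay farther from the Wnt3a columns, at distances from 79.8 to 90.4, than from the IL-4-treated samples, at distances of at most 72.4.
IL-4 changed 708 of the 13368 genes, 443 higher and 265 lower (edgeR's quasi-likelihood test, adjusted p under 0.05). The requirement of an absolute log2 fold change of at least 1 moved this count most, to 157. Without mouse 3, 181 genes were called. With only the untreated and IL-4 samples in the fit, 407 genes were called, and with the parts in place of the Wnt3a-containing columns, 422. The count of 708 may therefore be raised by the columns that share reads. Under scaling by total count alone, 374 genes were higher and 423 lower.
*Retnla* (ENSMUSG00000061100) lies on chromosome 16 of mm10 from 48842551 to 48844461. It had 781, 535 and 618 counts in the IL-4 columns of mouse 1, 2 and 3 and 0, 0 and 1 in the untreated columns, at least 231-fold higher. *Rnase2a* (ENSMUSG00000047222, chromosome 14 from 51255262 to 51256112) was at least 313-fold higher. *Pilra* (ENSMUSG00000046245, chromosome 5 from 137821952 to 137836281) fell from 28.6 ± 3.65 CPM (SD, n = 3) to 8.04 ± 1.00 CPM (SD, n = 3). Its log2 fold change was -1.83 (standard error 0.11, adjusted p = 9.4e-07, edgeR's quasi-likelihood test). Of the 50-base stretches of *Pilra* transcripts, 7.57% also occur in other genes, most often *Pilrb1*, and 15.1% of its exon bases overlap genes on the other strand, so its reads are uncertain to that extent. *Adgre4* (log2 fold change -1.68, adjusted p = 0.0028 from edgeR) and *Pilrb1* (-1.66, adjusted p = 8.8e-05 from edgeR) also fell. For *Pilrb1*, 30.1% of the 50-base stretches also occur in other genes. *Adgre4* had an adjusted p of 0.085 without mouse 3. The ribosomal RNA gene *n-R5-8s1* was called higher (log2 fold change 4.53, adjusted p = 0.045 from edgeR) on 24, 554 and 13 counts in the IL-4 columns of mouse 1, 2 and 3. Without the IL-4 column of mouse 2 its log2 fold change was 1.14 (adjusted p = 0.30 from edgeR).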

Wnt3a-treated (−/+ IL-4) cells clustered together were distinct from the control and IL-4-treated cells (Figure 7A) and exhibited extensive transcriptional changes (Figure 7—figure supplement 1A). 

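PC1 scores were 33.7 ± 3.26 (SD, n = 3 mice) in the Wnt3a columns and 33.8 ± 3.33 (SD, n = 3) in the Wnt3a+IL-4 columns. The mean score of these 6 columns was 67.5 above that of the other 6 samples (two-sided exact permutation test over 924 splits, p = 0.0022, the smallest p these sizes allow). This test takes all columns as independent, although they come from 3 mice and the Wnt3a-containing columns of a mouse share reads. It therefore counts more independent samples than there are. The short mean distance of 29.2 between Wnt3a and Wnt3a+IL-4 columns follows in part from their shared reads. Among the parts, PC1 scores were 30.0 ± 2.11 (SD, n = 3) in the difference and 31.6 ± 4.08 (SD, n = 3) in the remainder, against -33.4 ± 0.28 (SD, n = 3) in untreated cells.
Against untreated cells, 4063 genes were changed in the Wnt3a columns, 2013 higher and 2050 lower, and 3915 in the Wnt3a+IL-4 columns, 1964 higher and 1951 lower (edgeR's quasi-likelihood test, adjusted p under 0.05). The requirement of an absolute log2 fold change of at least 1 moved these counts most, to 992 and 952. Without mouse 3 they were 2200 and 2093. With the parts in place of the columns, 2884 genes were changed in the difference and 3137 in the remainder. Scaling by total count alone gave 1527 higher and 3028 lower genes in the Wnt3a columns, and moved the median log2 change over all genes to -0.11. Against IL-4-treated cells, 3211 genes were changed in the Wnt3a+IL-4 columns.
Of the 4063 genes, 3737 (92.0%) were changed the same way in the Wnt3a+IL-4 columns, a share raised by the shared reads. Unchanged groups drawn at random and summed as the columns are shared 0.15 calls on average, and separate libraries 0.05. The parts shared 1961 genes, 68.0% of those changed in the difference and 62.5% of those changed in the remainder. The log2 fold changes of the columns correlated across genes at 0.995, and those of the parts at 0.82. Genes are not independent replicates, and the unchanged groups drawn against the same controls gave 0.985 as sums and 0.51 as separate libraries. No gene differed between the Wnt3a+IL-4 and the Wnt3a columns (0 calls, 20 genes at an unadjusted p under 0.05), whereas 652 differed between the parts.
*Saa3* (ENSMUSG00000040026, chromosome 7 of mm10 from 46711998 to 46715700) rose from 10.7 ± 1.72 CPM (SD, n = 3) to 2589 ± 634 CPM (SD, n = 3) in the Wnt3a columns, with a log2 fold change of 7.91 (standard error 0.33, adjusted p = 5.6e-09 from edgeR). Of its 50-base stretches, 3.57% also occur in other genes. *Lad1* (chromosome 1 from 135818598 to 135833342) was at least 90.7-fold higher in the Wnt3a columns and at least 121-fold higher in the Wnt3a+IL-4 columns. *Cfb* (chromosome 17 from 34856374 to 34862518) was at least 91.2-fold and 84.3-fold higher, but 79.5% of its exon bases lie in other annotated genes. *Dmpk* (chromosome 7 from 19083849 to 19093821) had log2 fold changes of -4.12 and -3.89, and *Cd300e* (chromosome 11 from 115051917 to 115062177) of -3.76 and -3.86 (adjusted p at most 1.1e-06 from edgeR). *Samd4*, with 9.73% of its exon bases in genes on the other strand, fell in the Wnt3a columns (-3.47) and *Ighm* in the Wnt3a+IL-4 columns (-3.57). All of these genes were changed the same way in both parts. From its principal component analysis, the paper states that Wnt3a-treated cells, with or without IL-4, formed a cluster distinct from control and IL-4-treated cells.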

The data suggested a possible engagement of the JAK-STAT pathway in Wnt3a-treated cells as both Wnt3a and Wnt3a+IL-4-treated cells had the KEGG pathway term ‘JAK-STAT signaling pathway’ in the top seven most significantly enriched pathways (Figure 7—figure supplement 1B). 

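The pathway list used by the paper was not used here, and a list of 50 core components of JAK-STAT signaling, written before the data were examined, took its place. Of its 46 tested genes, 31 were changed in the Wnt3a columns, 17 higher and 14 lower, and 28 in the Wnt3a+IL-4 columns, 16 higher and 12 lower. Adjusted over the list alone, 36 and 34 were changed. The share in the Wnt3a columns, 67.4%, compares with 30.3% of the other tested genes (odds ratio 4.76, two-sided Fisher's exact test, p = 3.0e-07). In the Wnt3a+IL-4 columns the odds ratio was 3.78 (two-sided Fisher's exact test, p = 1.1e-05). The parts gave odds ratios of 5.18 for the difference, with 28 genes changed, and 5.09 for the remainder, with 29. As a test of a shift of the whole list, limma's camera made no call (adjusted p = 0.20 and 0.15), while limma's fry called it higher (adjusted p = 3.3e-04 and 1.6e-04). The median log2 change of the list was 0.05 and 0.06. Taking all genes with at least 1 count as tested moved the odds ratio for Wnt3a most, to 7.68.
*Stat3* (ENSMUSG00000004040, chromosome 11 of mm10 from 100885098 to 100939540) had 170.6 ± 8.399 CPM (SD, n = 3 mice) in untreated cells and 168 ± 12.4 CPM (SD, n = 3) in IL-4-treated cells. It had 252 ± 3.64 CPM (SD, n = 3) in the Wnt3a columns, a log2 fold change of 0.56 (standard error 0.06, adjusted p = 1.2e-05 from edgeR), and 247 ± 4.18 CPM (SD, n = 3) in the Wnt3a+IL-4 columns. Both parts were higher than untreated cells, by 0.62 and 0.47 on the log2 scale. *Stat6* was not called (-0.14, adjusted p = 0.095 from edgeR), although scaling by total count alone and leaving out mouse 1 or its untreated column each called it lower. *Socs3* (1.78), *Socs1* (2.16) and *Cish* (2.54) were higher in the Wnt3a columns, and *Ccnd1* (-2.56) and *Myc* (-1.69) lower. The parts had the same directions but unlike sizes. In the difference and the remainder, *Socs3* changed by 1.88 and 1.61, *Socs1* by 1.23 and 3.15 and *Cish* by 1.93 and 3.33. *Ccnd1* changed by -3.27 and -1.71 and *Myc* by -2.36 and -0.87. By qPCR, the paper found *Socs1* unaltered by Wnt3a alone. The paper reads the enrichment of the pathway in both treatments as a possible engagement of JAK-STAT signaling in Wnt3a-treated cells.

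**Figure D2:**
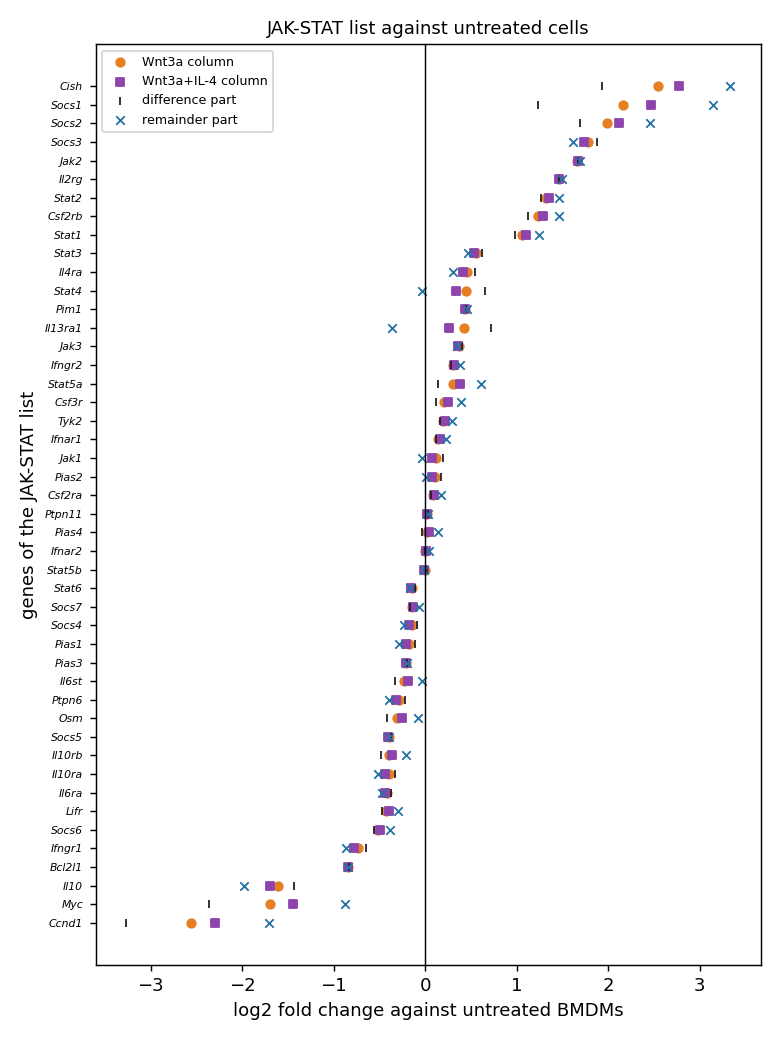
Log2 fold change against untreated BMDMs (horizontal axis) of the 46 tested genes of the JAK-STAT list (vertical axis). Circles give the Wnt3a column, squares the Wnt3a+IL-4 column, bars the difference part and crosses the remainder part. *Cish* is at the top at 2.54 and *Ccnd1* at the bottom at -2.56 in the Wnt3a column.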

Of the members of the JAK-STAT pathway, we focused on STAT3 because of its known anti-inflammatory functions (reviewed in Hillmer et al., 2016) and its being implicated in Wnt3a-induced enhancement of IL-4 responses of macrophages (Feng et al., 2018). Moreover, the STAT3 activating cytokines IL-6 and IL-10 have been reported to collaborate with IL-4 to enhance *Arg1* expression in macrophages (Makita et al., 2015; Mauer et al., 2014), as we also found (Figure 7B, C).

**Figure 7.**
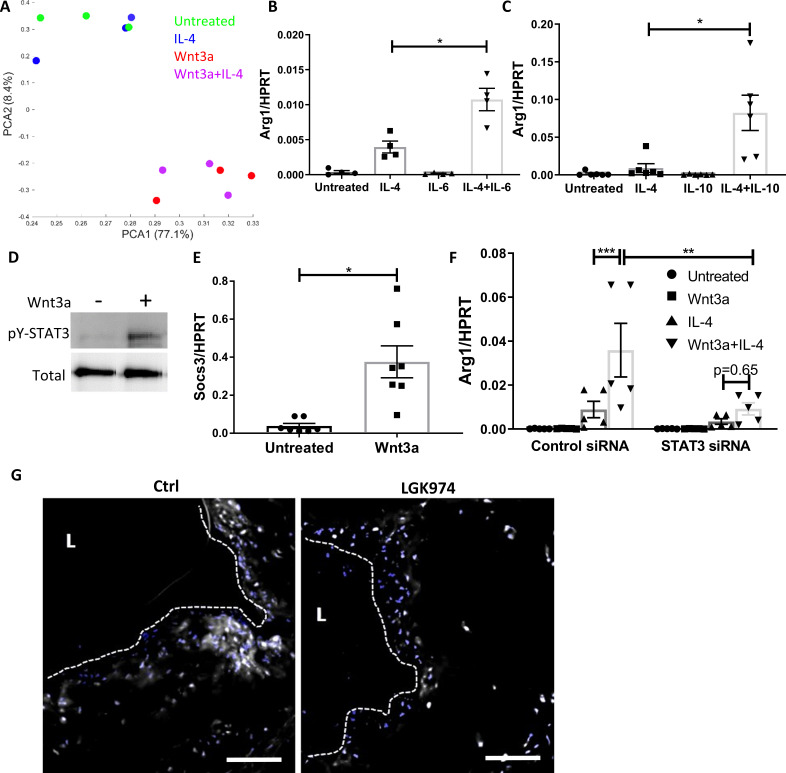
Wnt3a promotes STAT3 activation, which is required for the enhanced pro-resolving phenotype. (**A**) Principal component analysis of RNA-seq data acquired from bone marrow-derived macrophages (BMDMs) treated with Wnt3a, IL-4, or their combination. (**B, C**) *Arg1* expression of BMDMs treated with IL-4 and (**B**) IL-6 or (**C**) IL-10. (**D**) Representative western blot image for phosphorylates (pY) and total STAT3 16 hr following treatment of BMDMs with Wnt3a (one out of three independent experiments). (**E**) BMDMs were treated with Wnt3a for 16 hr, and *Socs3* expression was determined using qPCR. p-Value was determined by a paired *t*-test (two-tailed). (**F**) BMDMs were treated with control or STAT3 siRNA, followed by treatment with Wnt3a, IL-4, or their combination and *Arg1* expression determined using qPCR. p-Values were determined via (**B, C**) one-way or (**F**) two-way ANOVA compared with IL-4 treatment. Between siRNA groups, p-values were determined via two-way ANOVA comparing same Wnt3a/IL-4 treatments and Dunnett’s multiple comparison test (with repeated measurements). ***p<0.001, **p<0.01, and *p<0.05. (**G**). Representative images of aortic roots from control (Ctrl) or LGK974-treated mice (as in Figure 6A) stained for nuclei (blue) and STAT3 (gray). Scale bar, 100 μm.

**Figure 7—figure supplement 1.**
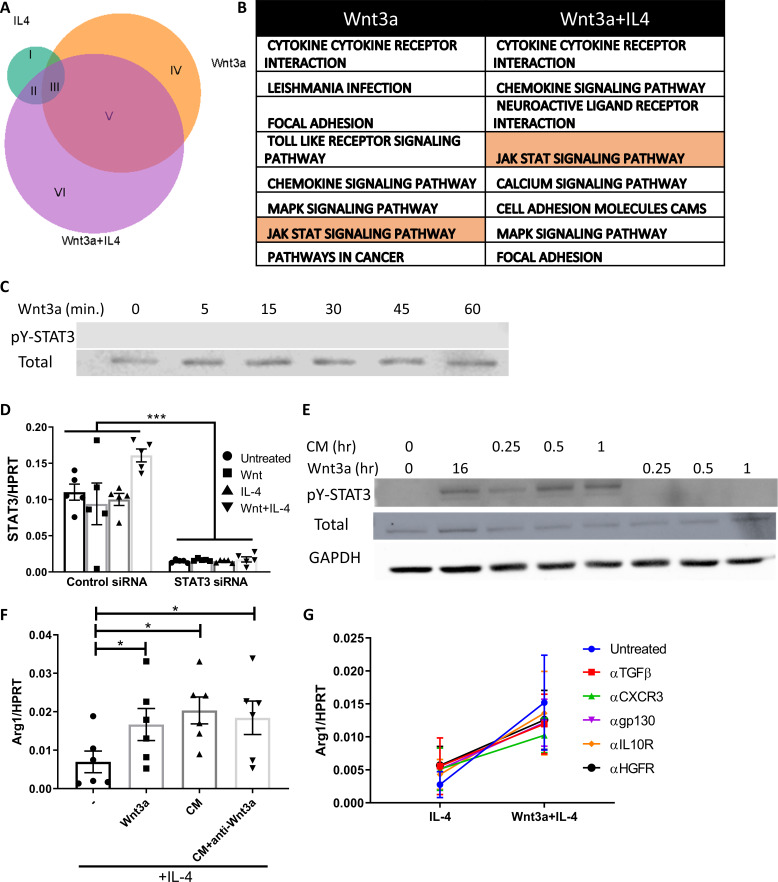
STAT3 involvement in the Wnt3a-mediated enhancement of IL-4 response. (**A**) Proportion of differentially expressed genes (using RNA-seq) of bone marrow-derived macrophages (BMDMs) treated with IL-4 (green), Wnt3a (orange), or their combination (purple) compared to untreated cells. (**B**) Top eight GO terms of differentially expressed genes in Wnt3a and Wnt3a+IL-4-treated BMDMs. (**C**) Representative western blot image for phosphorylates (pY) and total STAT3 following treatment of BMDMs with Wnt3a for the indicated times (one out of two independent experiments). (**D**) BMDMs used in Figure 7F were examined for STAT3 expression using qPCR. (**E**) Representative western blot image for phosphorylates and total STAT3, as well as GAPDH, following treatment of BMDMs with Wnt3a or its conditioned media (CM) for the indicated times (one out of three independent experiments). Wnt CM was produced by treatment of BMDMs with Wnt3a for 16 hr. (**F**) BMDMs were treated with Wnt3a for 16 hr and added IL-4 for 2.5 hr thereafter, or with CM+IL-4 for 2.5 hr. Some CM was treated for 1 hr with a blocking antibody to Wnt3a prior to their exposure (in combination with IL4) to naïve BMDMs for 2.5 hr. *Arg1* expression was determined with qPCR. p-Values were determined via one-way ANOVA, compared with IL-4 treatment, and Dunnett’s multiple comparison test (with repeated measurements). (**G**) BMDMs were treated with IL-4, with or without Wnt3a, and with blocking antibodies for transforming growth factor β, C-X-C motif chemokine receptor 3, glycoprotein 103, IL-10 receptor, and hepatocyte growth factor receptor for 16 hr, and *Arg1* expression was determined using real-time qPCR (n = 2–3 mice per treatment).

We next tested whether STAT3 is activated (as reflected by phosphorylation) by Wnt3a in BMDMs. The data show that STAT3 is not phosphorylated after a short exposure to Wnt3a (Figure 7—figure supplement 1C); however, after 16 hr of treatment, there was substantial STAT3 phosphorylation (Figure 7D). Furthermore, the STAT3 target gene *Socs3* was upregulated following Wnt3a treatment (Figure 7E). To directly examine the involvement of STAT3 in the enhanced expression of pro-resolving genes following Wnt3a treatment, we knocked-down (KD) *Stat3* mRNA in BMDMs using siRNA and treated these cells with Wnt3a, IL-4, or Wnt3a+IL-4. The siRNA decreased *Stat3* transcript levels by ~80% (Figure 7—figure supplement 1D). Results show that *Stat3* KD attenuated *Arg1* expression in response to Wnt3a+IL-4 (Figure 7F), suggesting that STAT3 is required for the enhancement of IL-4 responses by Wnt3a.

To explore whether Wnt inhibition affects STAT3 activity in vivo, aortic root sections from control and LGK974-treated mice (Figure 6A) were stained for STAT3, and its nuclear localization was determined. Images and their analyses show less nuclear STAT3 localization in plaques of mice treated with LGK974 compared to the control group (Figure 7G). Collectively, these data suggest that Wnt enhances the response to IL-4 via STAT3 activation.

We next aimed at understanding how Wnt signaling promotes STAT3 activation. Since STAT3 is most commonly activated downstream of cytokine receptors, together with our observation that Wnt3a promotes STAT3 phosphorylation 16 hr post treatment, but not in early time points, we postulated that Wnt3a induces the production and secretion of a factor or factors that accumulate in the conditioned media (CM) and activate STAT3 in an autocrine/paracrine manner. To test this hypothesis, CM were generated from BMDMs treated with Wnt3a for 16 hr. Naive BMDMs were then treated with the CM or Wnt3a itself for 15, 30 and 60 min, and STAT3 phosphorylation was examined. The data show that the CM caused STAT3 phosphorylation after 15 min, while Wnt3a itself failed to do so (Figure 7—figure supplement 1E). Furthermore, to examine whether Wnt CM augments pro-resolving gene expression, BMDMs were treated with IL-4 for 2.5 hr either after 16 hr of Wnt3a treatment or in combination with Wnt CM. Similar to our previous results, co-treatment of BMDMs with Wnt3a, as well as Wnt CM, in combination with IL-4 promoted enhanced *Arg1* expression compared with IL-4-only treatment (Figure 7—figure supplement 1F). To confirm that the augmentation in *Arg1* expression is not due to residual Wnt3a, CM was treated with a Wnt3a-blocking antibody prior to its exposure to naïve BMDMs. The data show that the CM retained its IL-4 augmentation ability (Figure 7—figure supplement 1F), suggesting that Wnt3a stimulated the production and/or secretion of a factor/s other than itself that, in turn, activated STAT3.

As a first step in the investigation of the Wnt3a-stimulated secreted factor that activates STAT3, we mined our RNA-seq dataset (Figure 7A) for soluble proteins with known links to STAT3 activation that showed differential expression following Wnt3a treatment. This showed differential expression of transforming growth factor β (TGFβ) and C-X-C motif chemokine receptor 3 (CXCR3) in Wnt3a-treated cells. 

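*Cxcr3* (ENSMUSG00000050232, chromosome X of mm10 from 101731535 to 101734269) fell from 14.0 ± 0.71 CPM (SD, n = 3 mice) in untreated cells to 7.26 ± 1.02 CPM (SD, n = 3) in the Wnt3a columns, a log2 fold change of -0.95 (standard error 0.13, adjusted p = 1.2e-04, edgeR's quasi-likelihood test). It fell in both parts too, by 0.70 in the difference and 1.56 in the remainder on the log2 scale. IL-4 alone lowered it as well, to 6.14 ± 0.67 CPM (SD, n = 3), with a log2 fold change of -1.18 (adjusted p = 2.3e-04 from edgeR).
Of the 3 TGFβ genes, *Tgfb3* (ENSMUSG00000021253, chromosome 12 from 86056745 to 86079041) fell from 1.84 ± 0.17 CPM (SD, n = 3) to 0.54 ± 0.18 CPM (SD, n = 3), a log2 fold change of -1.76 (standard error 0.29, adjusted p = 5.0e-04 from edgeR). It was lower in the difference (-1.58) and in the remainder (-2.11), and 12.4% of its exon bases overlap genes on the other strand. *Tgfb1* (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077), the most abundant of the 3, had 418 ± 47.9 CPM (SD, n = 3) in untreated cells and 365 ± 4.11 CPM (SD, n = 3) in the Wnt3a columns. Its log2 fold change of -0.20 (standard error 0.07, adjusted p = 0.054 from edgeR) did not pass the threshold. It was called lower without mouse 1 (-0.30, adjusted p = 0.0031 from edgeR), without the untreated column of mouse 1, under scaling by total count alone and among genes with at least 1 CPM in at least 3 samples. It was not called in either part. *Tgfb2* had too few counts to be tested.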

Next, TGFβ and CXCR3, as well as the main receptors upstream of STAT3 activation (glycoprotein 130 [gp130], IL-10 receptor [IL10R], and hepatocyte growth factor receptor [HGFR]), were inhibited using specific blocking antibodies, concomitant with treatment of the BMDMs with IL-4 alone or a combination of IL-4 and Wnt3a. *Arg1* expression was not attenuated by blocking any of the aforementioned proteins in Wnt3a+IL-4-treated cells (Figure 7—figure supplement 1G), indicating that these factors do not play a role in the enhanced pro-resolving gene expression following Wnt3a treatment.

### Wnt3a induces the production of PGE_2_, which causes the enhanced response to IL-4

Because we could not find a potential secreted protein to activate STAT3 following Wnt3a treatment, together with experiments showing that boiled Wnt CM retained its ability to augment *Arg1* expression (data not shown), we postulated that the Wnt3a-stimulated secreted factor is a lipid. Thus, targeted liquid chromatography-tandem mass spectrometry (LC-MS)/MS metabololipidomics analysis of Wnt3a CM was performed. We were particularly interested in inflammation-resolving lipid mediators (representative MS/MS fragmentation spectra are shown in Figure 8—figure supplement 1A, B). We found that several lipid mediators were upregulated in CM of Wnt3a-treated BMDMs (Figure 8A), notably at the time when CM enhances the response to IL-4. Specifically, there was a global increase of arachidonic acid metabolites, such as TXB_2_, PGE_2_, PGD_2_, PGF_2a_, peaking 16 hr post-Wnt3a treatment (respective fold changes of 18, 58, 101, and 5, Figure 8A).

**Figure 8.**
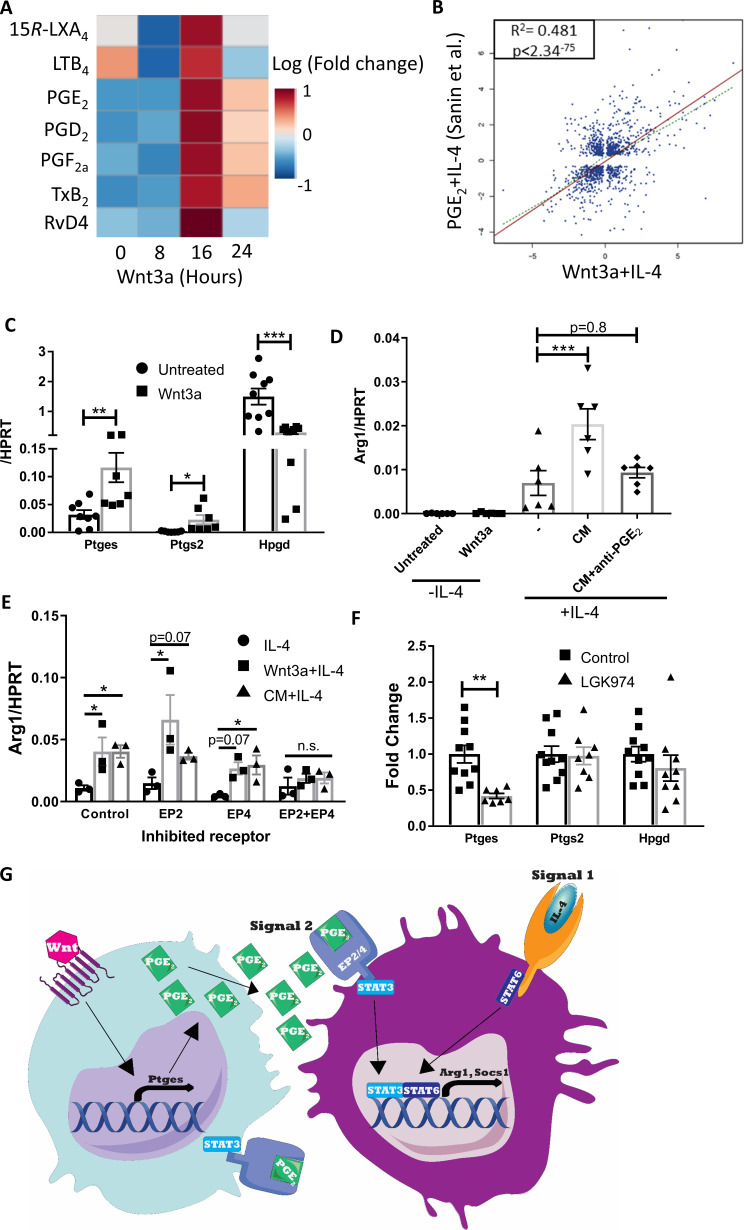
Wnt3a promotes PGE_2_ production that enhances the response to IL-4. (**A**) Bone marrow-derived macrophages (BMDMs) were treated with Wnt3a for the indicated times and conditioned media (CM) analyzed using LC-MS/MS. Relative abundance to untreated cells shown. (**B**) Correlation between genes differentially expressed (adjusted p-value<0.05) in Wnt3a+IL-4 (from Weinstock et al.) or PGE_2_+IL-4 (from Sanin et al.). (**C**) BMDMs were treated with Wnt3a for 16 hr and expression of *Ptges*, *Ptgs2,* and *Hpgd* determined with qPCR. (**D**) Wnt CM was obtained (same experiment as Figure 7—figure supplement 1F). Naïve BMDMs were treated with IL-4 or CM+IL-4 for 2.5 hr. CM was treated with a PGE_2_ blocking antibody prior to their exposure (with IL-4) to naïve BMDMs. *Arg1* expression was determined. (**E**) BMDMs were treated with Wnt3a for 16 hr and an additional 2.5 hr with IL-4 or with CM+IL-4 for 2.5 hr. Cells were concomitantly treated with either DMSO (Dimethyl sulfoxide; control), EP2 inhibitor, EP4 inhibitor, or their combination for the duration of treatment with Wnt3a or CM. *Arg1* expression was evaluated. p-Values were determined via (**D**) one-way and (**E**) two-way ANOVA, compared with IL-4 treatment, and Dunnett’s multiple comparison test (with repeated measurements). (**F**) Expression of *Ptges*, *Ptgs2,* and *Hpgd* in aortic root plaque macrophages of control (Ctrl) and LGK974 groups (as in Figure 6A). (**C, F**) p-Values were determined by an unpaired *t*-test (two-tailed). ***p<0.001, ***p<0.01, and *p<0.05. (**G**) Schematic model of findings.

**Figure 8—figure supplement 1.**
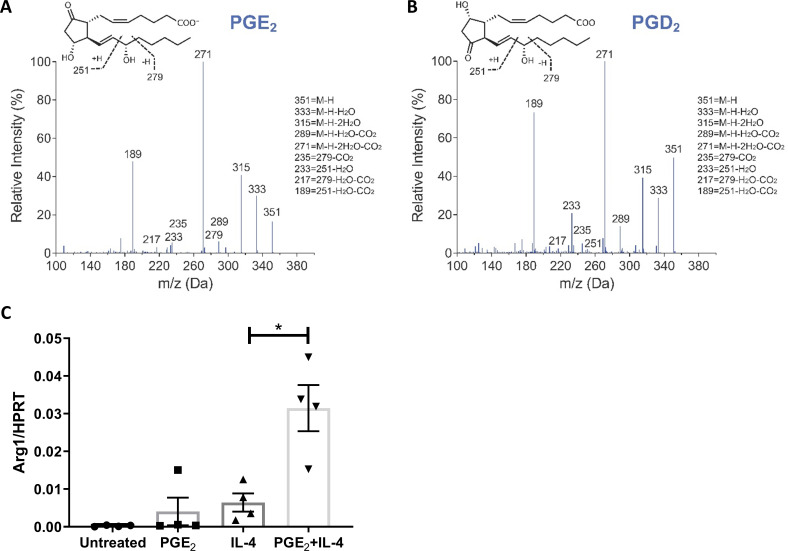
Prostanoids measurements and PGE_2_ cooperation with IL-4. (**A, B**) Representative LC-MS/MS fragmentation spectra used for the identification of (**A**) PGE_2_ and (**B**) PGD_2_. (**C**) Bone marrow-derived macrophages were treated with IL-4, PGE_2_, or their combination for 2.5 hr and examined for *Arg1* with qPCR. *p<0.05 was determined via one-way ANOVA, compared with IL-4 treatment, and Dunnett’s multiple comparison test (with repeated measurements).

Of the upregulated metabolites, we focused on PGE_2_ because of its function as an amplifier of IL-4 responses (Sanin et al., 2018; Gao et al., 2016; Luan et al., 2015; Heffron et al., 2021; Figure 8—figure supplement 1C) and its role as a STAT3 activator in various cell types (Jw et al., 2019; Chun et al., 2010; Wang et al., 2015; Halpern et al., 2019). For example, Sanin et al. recently examined the relationship between PGE_2_ and IL-4 to regulate pro-resolving gene expression and have performed RNA-seq of BMDMs co-treated with IL-4 and PGE_2_ (Sanin et al., 2018). Thus, we compared those data to our RNA-seq data of BMDMs co-treated with Wnt3a and IL-4. The data show a high degree of correlation in gene expression between BMDMs treated with Wnt3a+IL-4 and PGE_2_+IL-4, with r^2^ = 0.481 and p-value<2.34^−75^ (Figure 8B), despite marked differences in the IL-4 concentrations used in these experiments (0.1 and 20 ng/mL, Sanin et al., 2018, respectively).

Because the canonical Wnt pathway was previously shown (e.g., Araki et al., 2003; Nunez et al., 2011) to regulate *Ptgs2* expression (the enzyme that metabolizes arachidonic acid to PGH_2_, the PGE_2_ precursor), we examined its levels following Wnt3a stimulation in BMDMs. The results show increased *Ptgs2* expression upon Wnt3a treatment, as well as upregulation of the next enzyme in the PGE_2_ production pathway, *Ptges* (Figure 8C). In addition to the increase in these enzymes that produce PGE_2_, Wnt3a also decreased the expression of *Hpgd*, which inactivates PGE_2_ and serves as a negative regulator of its levels (Figure 8C).

To directly assess whether PGE_2_ is the secreted factor in Wnt3a CM that cooperates with IL-4, we employed two strategies. First, Wnt CM was treated with a PGE_2_-blocking antibody and then added to naive BMDMs together with IL-4 for 2.5 hr. While blocking of Wnt3a itself in Wnt CM did not alter the augmented *Arg1* expression (Figure 7—figure supplement 1F), PGE_2_ blockade completely abrogated the enhancement in gene expression (Figure 8D). In a complementary experiment, we inhibited the PGE_2_ receptors EP2 and EP4 prior to exposure of BMDMs to Wnt CM and IL-4. The results showed that control BMDMs had increased *Arg1* expression upon treatment with Wnt3a+IL-4 or CM+IL-4 (compared with IL-4 alone), with similar responses in BMDMs pre-treated with either EP2 or EP4 inhibitors (Figure 8E). However, BMDMs in which both receptors were inhibited simultaneously did not show enhanced *Arg1* expression upon Wnt3a+IL-4 or CM+IL-4 treatment, but rather responded similarly to IL-4-only-treated cells (Figure 8E).

Finally, to determine whether Wnt inhibition in vivo may affect PGE_2_ production, we examined the expression of *Ptgs2*, *Ptges,* and *Hpgd* in macrophages LCM-excised from plaques of control or LGK974-treated mice (as in Figure 6—figure supplement 1I). Although expression of *Ptgs2* and *Hpgd* did not differ between the two groups, the expression of *Ptges* was reduced by 58% in the LGK974 group compared to controls (Figure 8F). Taken together, our data suggest that macrophages activated by the Wnt pathway produce and secrete PGE_2_, activating STAT3 in an autocrine/paracrine fashion, which subsequently cooperates with IL-4/STAT6 (Figure 8G). In atherosclerosis, this mechanism primes the response of plaque macrophages to IL-4 that accumulates in plaques during disease progression and together induce resolution of atherosclerosis.

## Discussion

We have previously shown that aggressive lowering of ApoB-containing lipoproteins leads to resolution of atherosclerosis in mice, a process characterized by decreases in plaque macrophages and their expression of inflammatory genes, and by increased expression of pro-resolving genes. Among these is *Arg1*, which, besides depriving substrate to damaging iNOS (Munder, 2009), has been recently shown to be essential for the clearance of multiple apoptotic cells (Yurdagul et al., 2020), an important process in inflammation resolution in plaques and in general (Libby et al., 2014). The expression of *Arg1* and other pro-resolving genes (i.e., *Ccl17* and *Socs1*) is regulated by STAT6 (Van Dyken and Locksley, 2013; Rutschman et al., 2001), which is concordant with our recent demonstration that following lipid lowering monocytes recruited to plaques in a STAT6-dependent manner mediate resolution (Rahman et al., 2017).

We now extend these findings to show the following: (1) IL-4 promotes the resolution of atherosclerosis, though its levels in progressing or resolving plaques are low and stable; (2) the source of IL-4 required for disease resolution is from cells that accumulate in plaques during disease progression and not cells recruited following lipid lowering; (3) although the IL-4/STAT6 pathway is needed for disease resolution, it requires Wnt signaling to potentiate full IL-4 responsiveness; (4) loss of Wnt signaling in plaque macrophages is associated with impaired atherosclerosis resolution in mice, consistent with premature coronary disease in people with a loss-of-function mutation in the Wnt co-receptor *Lrp6* (Mani et al., 2007), and with the lower level of gene expression of Wnt targets in symptomatic versus asymptomatic human plaques; and (5) Wnt signaling induces the production and secretion of PGE_2_ and activation of STAT3, which are required for the enhancement of IL-4-induced effects on expression of genes associated with inflammation resolution. These findings come from integrating results from multiple mouse atherosclerosis studies, with biochemical and bioinformatic data from in vivo and in vitro systems, including from human plaques.

These results suggest that IL-4 alone is not sufficient for atherosclerosis resolution and that Wnt signaling cooperates with IL-4 to enhance its induction of the expression of genes associated with inflammation resolution. Of note, the inability of IL-4/13 to independently mount a sufficient response in macrophages to promote tissue repair, which atherosclerosis is an example of, has been recently shown in other contexts, including in the lungs after helminth infection or in the gut after induction of colitis (Bosurgi et al., 2017). Rather, recognition of apoptotic cells through the receptors MER proto-oncogene, tyrosine kinase (MerTK) and Axl receptor tyrosine kinase together with IL-4 was needed for this induction in these two models (Bosurgi et al., 2017). Another relevant study showed that IL-4/13 collaborate with local tissue enhancers that amplify their response upon helminth infection (Minutti et al., 2017). Deletion of these local enhancers caused a drastic impairment in the inflammatory response against parasites, although IL-4/13 levels were unaffected.

It is plausible that the need for tissue enhancers arises from relatively low tissue IL-4 concentrations, which is supported by our finding that plaques contain ~100 pg/mL IL-4 (Figure 3A), a concentration that is 100–200-fold lower than what is used in typical in vitro studies (e.g., Minutti et al., 2017; Bosurgi et al., 2017; Sanin et al., 2018). Overall, the results from the other systems bear a striking resemblance to the scheme in Figure 8G, in which we posited that for full IL-4/STAT6 responsiveness plaque macrophages require a second signal, which, in the case of atherosclerosis, is engagement of the Wnt pathway that promotes the production of PGE_2_ and STAT3 activation. Further support for a ‘two factor’ model of IL-4 responsiveness, in general, and Wnt being one such factor, in particular, also comes from a model of kidney injury and fibrosis, in which Wnt3a caused the activation of STAT3 and enhanced IL-4 responses (Feng et al., 2018).

One caveat of this study is that it is possible that plaque progression is attenuated by the absence of IL-4 and IL-13, thereby making resolution harder to observe. Indeed, some previous studies reported less plaque progression in *Apoe*^-/-^*Il4*^-/-^ (Davenport and Tipping, 2003) and *Ldlr*^-/-^*Il4*^-/-^ (King et al., 2002) compared to IL-4-sufficient mice. In contrast, an elegant study from Binder and colleagues Cardilo‐Reis et al., 2012 demonstrated that *Il13*-deficiency *enhanced* atherosclerosis progression and that pharmacological treatment with IL-13 inhibited macrophage accumulation and promoted pro-resolving macrophage polarization in plaques. Notably, in the present study, substantial plaques are formed in *Il4^-/-^Il13^-/-^* mice (average plaque size of 319,293 µm^2^; Figure 1C), and our previously published data have shown atherosclerosis regression in significantly smaller plaques (<200,000 µm, Basu et al., 2018; Sharma et al., 2020). Taken together, these findings support our conclusion that IL-4 is required for resolution of atherosclerosis of plaques of the type we studied.

Wnt proteins are evolutionary ancient and are highly abundant and diverse. Despite many Wnt proteins, there are common transcriptional targets, allowing the assessment of the pathway activity with transcriptomic data. As noted earlier, we reported the upregulation of Wnt-responsive genes in resolving plaque macrophages in two independent mouse models of atherosclerosis resolution (Ramsey et al., 2014). In the present study, we show in a third model, but now on a single-cell level, that resolving plaque macrophages have higher expressions of Wnt-regulated genes (Figure 4A–C). That this may be relevant to human atherosclerosis is supported by the data in Figure 4D–F, which indicate lower activity of the Wnt pathway in macrophages from symptomatic human plaques, compared with asymptomatic ones, and increased Wnt-responsive gene expression in PBMCs from humans placed on LDL cholesterol-lowering therapy after an acute coronary syndrome. In particular, after 3 months of treatment, there was a significant inverse correlation between the expression of the canonical Wnt-target gene, *Axin2*, and plaque size. The studies in mice (Figure 6) and humans (Figure 4D–F and the *Lrp6* mutation (Mani et al., 2007) in the aggregate strongly support an inverse relationship between Wnt activity and atherosclerosis severity.

Turning to STAT3, our results demonstrate that it is downstream of Wnt and collaborates with IL-4/STAT6 to enhance IL-4-induced gene expression (Figure 7F). This is in accordance with the aforementioned report showing enhanced response of BMDMs to IL-4 following Wnt3a treatment via activation of STAT3 in a model of kidney injury (Feng et al., 2018), as well as with the suggestion that STAT3 and STAT6 cooperate to increase *Arg1* gene expression (reviewed in Pourcet and Pineda-Torra, 2013). We extended the findings in vitro to show in vivo that STAT3 activation appears to be deficient in plaques upon Wnt inhibition (Figure 7G). STAT3 is a particularly interesting STAT family member due to its important contributions to both inflammatory and anti-inflammatory responses. The mechanisms by which STAT3 induces such diverse responses are still unclear, but will be crucial to understand in order to target the intended function. One possibility is that STAT3 works with other transcription factors that are engaged downstream of various receptors. For instance, it had been previously shown that STAT3 (activated by IL-6) and STAT6 (activated by IL-4) cooperate to enhance expression and secretion of cathepsins, to promote polarization of tumor-associated macrophages (Yan et al., 2016) and enhance IL-4-induced gene expression (Makita et al., 2015; Fernando et al., 2014; Figure 7B, C). Our findings appear to be in a similar vein, in that Wnt3a-induced STAT3 activation collaborated with IL-4-induced STAT6 activation to enhance responsiveness to IL-4.

Our data further suggest that STAT3 is activated following Wnt stimulation via PGE_2_ since the latter is produced by Wnt3a-treated BMDMs (Figure 8A) and has been shown to promote the phosphorylation of STAT3 in various cell types (Jw et al., 2019; Chun et al., 2010; Wang et al., 2015; Halpern et al., 2019). Wnt signaling promotes the production of PGE_2_ through transcriptional regulation of *Ptgs2* (Araki et al., 2003; Nunez et al., 2011), with similar results shown in Figure 8C. However, Wnt transcriptional control of other enzymes that regulate PGE_2_ levels is less known. Our data show that in vitro, Wnt3a promoted the expression not only of *Ptgs2*, but also *Ptges*, and decreased the expression of *Hpgd* (Figure 8C). Since PTGS2 and PTGES are needed for PGE_2_ synthesis and HPGD degrades PGE_2_, the net effect of Wnt-induced gene expression would be expected to increase PGE_2_ concentrations, which we observed (Figure 8A). Interestingly, in plaque macrophages, of the PGE_2_-regulating enzymes, only the expression of *Ptges* was decreased upon Wnt inhibition, indicating a potentially relatively greater contribution of this enzyme in vivo in Wnt-mediated atherosclerosis resolution. Further supporting that PGE_2_ is an important intermediary between Wnt signaling and the amplification of IL-4 responses were the experiments in which PGE_2_ blockade or inhibition of its receptors abrogated this amplification (Figure 8D, E). PGE_2_ itself was previously shown to amplify IL-4-induced gene expression in macrophages (Sanin et al., 2018; Gao et al., 2016; Luan et al., 2015).

To place the present results in a wider context, the involvement of PGE_2_ receptors in the development of atherosclerosis was also studied previously. Initially, it was reported that inhibition of PGE_2_ responses via deletion of its receptor EP4 (but not EP2) decreased early atherosclerosis burden (Babaev et al., 2008). However, this study did not report a significant change in plaque macrophage content in EP2 or EP4-deficient conditions. Later reports showed that EP4 deficiency in bone marrow (Tang et al., 2011) or myeloid cells (Vallerie et al., 2016) caused an increase in plaque inflammation and macrophage content, without affecting diabetic atherosclerosis. These data, together with results presented here, indicate that engagement of the PGE_2_ receptor EP4 in macrophages may be beneficial not only for dampening atherosclerosis progression, but also enhancing disease resolution. However, whether direct activation of the receptors for PGE_2_ will enhance atherosclerosis resolution merits additional investigation.

Also deserving of further investigation is the source of Wnt. Moreover, though from our data in vitro, it is reasonable to propose that PGE_2_ production following Wnt stimulation acts in an autocrine or paracrine manner. Extrapolation to the situation in vivo has not been established, but the human data presented in Figure 4E, F suggest a systemic increase in Wnt responsiveness since circulating immune cells showed higher expression of Wnt-responsive genes in patients whose plaques were regressing as assessed by imaging. Furthermore, based on our mouse results, it is plausible that Wnt production or its secretion had increased in these patients upon lipid lowering.

In conclusion, the present study provides new insights into the molecular pathways involved in resolution of atherosclerosis, which remains an important clinical goal. While our previous studies pointed to IL-4 as a polarizer of plaque macrophages to drive them towards inflammation resolution, we were surprised to discover that this cytokine is required, but not sufficient, and that Wnt signaling is needed as well. Given the human data cited above, the clinical relevance of our findings is also plausible. Thus, the demonstrated molecular mechanism suggests a potential therapeutic strategy to improve the resolution of atherosclerosis after lipid lowering, namely, by co-activation of the IL-4 and PGE_2_ pathways in plaque macrophages.

## Materials and methods

### Study design

This study aimed at determining molecular mechanisms upstream of STAT6 that promote atherosclerosis resolution. Mouse studies of atherosclerosis resolution were performed on the basis of LDLr deficiency (*Ldlr^-/-^, Pcsk9*-AAV (Peled et al., 2017; Bjørklund et al., 2014; Roche-Molina et al., 2015) and Reversa Feig et al., 2011a; Lieu et al., 2003), with WD (100244; Dyets Inc) feeding for 16–20 weeks, followed by aggressive cholesterol lowering (using ApoB-ASO for *Ldlr^-/-^* and *Pcsk9*-AAV or poly I:C injections for Reversa; Feig et al., 2011a; Lieu et al., 2003) with chow diet feeding, according to the protocol (number IA16-00494) approved by the Institutional Animal Care and Use Committee of the New York University School of Medicine. In the aortic transplant model (Rahman et al., 2017; Chereshnev et al., 2003), aortic arches from atherosclerotic (*Ldlr*^-/-^/*Apoe^-^*^/-^) mice were intrapositioned with the abdominal aorta in recipient mice (*Il4*^-/-^*Il3*^-/-^/*Il4*^-/-^, maintained on a chow diet), and blood flow was directed through the graft. For in vivo Wnt inhibition studies, mice were administered 3 mg/kg LGK974 (Liu et al., 2013) (S7143; Celleckchem) three times/week by oral gavage. For all studies, mice were randomized into the groups at the BL time point. Researchers were not blinded to the identity of the study groups, with blinding prior to data analysis. Based on a power analysis (performed as described on https://stats.idre.ucla.edu/other/mult-pkg/seminars/intro-power/), we typically enroll 15 mice to have at minimum 10 mice/group; this is estimated to give 90% power to detect differences greater than 20% in atherosclerotic plaque parameters with ≈15% standard deviation between wild type and test mice based on two-sided two-sample *t*-test with α = 0.05. In some cases, fewer mice were used in order to have enough tissues for all of the sample types needed.

### Animals

C57BL/6, *Il4*^-/-^, *Stat6*^-/-^, *Apoe*^-/-^, *Ldlr*^-/-^, and Reversa mice were purchased from The Jackson Laboratory. *Il4^-/-^Il13^-/-^*mice (C57BL6/J background) were provided by Dr. Thomas Wynn (then at the National Institutes of Health). IL-4/eGFP mice were provided by Dr. Richard Locksley (University of California San Francisco). Male and female mice at ages 6–10 weeks were used.

### Pcsk9 AAV model

This new atherosclerosis resolution model was recently described (Peled et al., 2017; Bjørklund et al., 2014; Roche-Molina et al., 2015; Sharma et al., 2020). Briefly, mice were injected intraperitoneally with an AAV that expresses a hyperactive form of *Pcsk9* (AAV.8TBGmPCSK9D377Y, Penn Vector Core), under the regulation of a liver-specific promoter, at 1 × 10^12^ viral particles/mouse. After 16–20 weeks of WD feeding, lipid lowering was achieved by discontinuing the WD feeding and bi-weekly i.p. injections of 50 mg/kg ASO to ApoB, kindly provided by Ionis Pharmaceuticals. Mice were sacrificed after 3 weeks of ApoB ASO treatment and their tissues collected.

### Human specimens

For the data displayed in Figure 4D, they were based on the initial analysis of human atherosclerosis samples as previously reported (Fernandez et al., 2019). Subjects gave informed written consent, following the approval by the Institutional Review Board of the Icahn School of Medicine at Mount Sinai (IRB 11-01427). For the data displayed in Figure 4E, F, the examination of atherosclerosis resolution features in humans was described previously (Alkhalil et al., 2018). Ethical approval was obtained from National Research Ethics Services (NRES) and Oxford R and D committee prior to commencement of the study. All patients provided written informed consent prior to participation in this study, which included the collection of peripheral blood cells and their analysis.

### Plaque morphometrics and immunohistochemistry

Hearts were removed after perfusion at physiological pressure of saline containing 10% sucrose, embedded in OCT, and frozen. Hearts were sectioned through the aortic root (6 μm) and stained for CD68 (MCA1957; AbD Serotec) to detect macrophages, active-β-catenin (8814; Cell Signaling Technology), STAT3 (8768; Cell Signaling Technology), MRC1 (MCA2235; AbD Serotec), ARG1 (sc-20150; Santa Cruz), VCAM1 (ab134047; Abcam), and CCL2 (505908; BioLegend). Picrosirius red was used for collagen staining, and imaging done using polarizing light microscopy. Image analysis was performed with ImagePro Plus 7.0 software (Media Cybernetics) and ImageJ (National Institute of Health Schneider et al., 2012).

### Flow cytometry

Aortic arches were digested as previously described (Tang et al., 2015), after their dissection following perfusion with PBS. Single-cell suspensions were added a live/dead cell staining (L23105; Invitrogen) and PE-Cy7 anti-CD45 antibody (103132; Biolegend) and analyzed using the LSRII cytometer (BD Biosciences).

### Plaque cytokine measurement

Plaques from *Ldlr^-/-^* mice fed WD for 20 weeks and treated or not with ApoB ASO for 3 weeks were carefully scraped out from the aortic wall, placed in a tube containing 100 μL PBS and protease/phosphatase inhibitor (A32961, Thermo Fisher Scientific) and weighed. Plaques were manually homogenized until no pieces were apparent (~2 min). Concentrations of CCL2, IL-4, and IL-13 in suspensions were measured using a custom mouse LEGENDplex assay (Biolegend).

### Bone marrow-derived macrophages

Bone marrow was harvested from the femur and tibia of 6–20-week-old mice and treated with red-blood cell lysis buffer (R7757; Sigma-Aldrich) for 5 min. After washing, cells were seeded in DMEM media supplemented with 10% FBS, 1% penicillin/streptomycin, and 10 ng/mL macrophage colony-stimulating factor (m-CSF) (315-02; PeproTech). Cells were supplemented with media every other day and used for experiments between day 5 and 10 post harvest. Cells were typically treated with 100 ng/mL Wnt3a (1324-WN-010/CF; R&D Systems), 100 pg/mL IL-4, 5 ng/mL IL-6, and 2.5 ng/mL IL-10 (214-14, 216-16, and 210-10, respectively; Peprotech) for 16 hr, unless indicated otherwise. Experiments with Wnt CM or 100 pg/mL PGE_2_ (14010; Cyaman Chemical) include treatment with IL-4 for 2.5 hr. For experiments with siRNA, BMDMs were transfected overnight with 25 nM scrambled (control) or STAT3 siRNA (L-040794-01; Dharmacon) using Lipofectamine RNAiMax Transfection reagent (13778075; Thermo Fisher Scientific), and started on Wnt3a and IL-4 treatments 48 hr after transfection. Blocking antibodies and protein inhibitors were used in the following concentrations: 0.5 µg/mL anti-TGFβ (521707; Biolegend), 0.1 µg/mL anti-gp130 from (MAB4682; R&D Systems), 1 µg/mL anti-HGFR (AF527; R&D Systems), 10 µg/mL anti-IL10R (112707; Biolegend), 0.1 µM AMG487 CXCR3 inhibitor (4487; Tocris Bioscience), 1 µg/mL anti-Wnt3a (MAB9025; R&D Systems), 100 nM anti-PGE_2_ (10009814; Cayman Chemical), 30 µM AH6809 EP2 inhibitor (14050; Cayman Chemical), and 30 µM GW627368X EP4 inhibitor (10009162; Cayman Chemical).

### Laser capture microdissection

Under strict RNAse-free conditions, aortic root sections were stained with hematoxylin-eosin and captured. RNA was then isolated using the PicoPure Kit (KIT0204; Thermo Fisher Scientific), and quality and quantity were determined using an Agilent 2100 Bioanalyzer (5067-1513; Agilent Technologies). RNA was converted to cDNA and amplified using the WT-Ovation Pico RNA Amplification Kit (3302-12; NuGEN) (Ramsey et al., 2014; Feig et al., 2012; Trogan et al., 2002).

### Real-time qPCR

Total RNA was isolated using TRIzol reagent (15596-018; Life Technologies) and Direct-zol RNA MiniPrep columns (R2052; Zymo Research) and quantified using Nanodrop 2000 (Nanodrop Products). Quantitative real-time PCR was performed using FAST SYBR Green Master Mix (4385612; Applied Biosystems) on the ABI PRISM 7300 sequence detection system (Applied Biosystems). The mRNA levels were normalized to *Gapdh* or *Hprt* as reference genes. Primer sequences are available in Supplementary file 1.

### Human PBMC analysis of Wnt-responsive genes

RNA was isolated from PBMCs collected from patients in the study in reference (Alkhalil et al., 2018), and the expression of Wnt target genes (*Axin2, Ddx3x, Wls, Senp2, Ctnnb1, Csnk1a1,* and *Amfr*) was measured by RT-PCR, with 18S RNA as a reference. Imaging of carotid atherosclerotic plaques was performed as described in Alkhalil et al., 2018.

### RNAseq analysis

BMDMs were treated with media (untreated), Wnt3a, IL-4 ,and Wnt3a+IL-4 for 16 hr. RNA was isolated as described above. Single-read RNA sequencing was performed using the Illumina HiSeq 2500. All samples had high quality, when checked with FastQC v0.11.7 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Illumina adapter sequences and poor-quality bases were trimmed using trimmomatic v0.36 (Bolger et al., 2014). Trimmed sequences were mapped to the mm10 mouse reference genome using STAR v2.6.0a (Dobin et al., 2013), indexed using samtools v1.9 (Li et al., 2009), then quantified for UCSC genes using HTSeq-count v0.11.1 (Anders et al., 2015). Comparative analysis between conditions was performed using DESeq2 v1.24.0 (Love et al., 2014) with default parameters. PCA was performed on the RNA (19,862 transcripts) dataset using PCA function in MATLAB (R2017a).

### Feature and violin plots

We summed the expression values of genes associated with the GO term GO:0016055 (Wnt signaling pathway), added the summed expression as a metadata feature using Seurat, and plotted the expression in UMAP using Seurat FeaturePlot. We also plotted the level of summed Wnt expression for each cell, summarized as a violin plot, and split by treatment group. Significance was assessed using the Wilcoxon rank-sum test within each cluster between groups.

### Heat map

For each of gene associated with GO:0016055, we calculated a log fold-change (logFC) value for resolution/progression for each cluster using the Seurat FindMarkers function. We then performed hierarchical clustering based on the gene logFC values and visualized them using pheatmap.

### Human plaque macrophage analysis

The sum and average of the logFC across macrophage clusters in the mouse dataset were analyzed for GO:0016055. The top 10 genes with the highest sum were the same as the top 10 genes with the highest average, and these genes were chosen for further analysis. LogFC was calculated for symptomatic versus asymptomatic patients. To determine the significance of the enrichment for negative logFC values (symptomatic/asymptomatic) in the subset of 10 Wnt responsive genes, we calculated logFC values (symptomatic/asymptomatic) for all genes in the dataset and ran a permutation test with 10,000 permutations. Specifically, for each of the permutations, we randomly selected 10 genes from the set of all genes and recorded the number of negative logFC values in that random selection. p-Values were calculated as the fraction of permutations that yielded seven or more negative logFC values. Human studies consent was obtained as described in Fernandez et al., 2019; Alkhalil et al., 2018.

### Western blotting

BMDM lysates were run in 12% SDS-polyacrylamide gels under denaturing conditions and blots were stained with anti-pY-STAT3 (9131;Cell Signaling Technology), anti-total-STAT3 (8768; Cell Signaling Technology), β-catenin (sc-7963; Santa Cruz), and anti-GAPDH antibodies (G8795; Sigma-Aldrich). Immunoreactive bands were visualized using the Odyssey imaging system (LI-COR Biosciences) by using horseradish peroxidase-conjugated secondary antibodies (ab205718; Abcam and 626520; Thermo Fisher Scientific) and chemiluminescence.

### Targeted liquid chromatography-tandem mass spectrometry

Media of BMDMs treated with Wnt3a was immediately added to two volumes of ice-cold methanol and stored at −80°C (Dalli et al., 1730). Prior to solid phase extraction, 500 pg of deuterated synthetic standards (d5-RvD2, d5-LXA_4_, d4-LTB_4_, and d4-PGE_2_; Cayman Chemical) were added to the samples. Samples were centrifuged (3000 rpm for 10 min at 4°C) and supernatants collected, acidified to pH 3.5, and extracted using C18 cartridges (Biotage). Finally, lipid mediators were eluted from the column by addition of methyl formate. The solvent was then evaporated under N_2_ gas. Samples were resuspended in a 1:1 mixture of methanol and water and subjected to LC-MS/MS analysis using a Poroshell reverse-phase C18 column (100 mm × 4.6 mm × 2.7 µm; Agilent Technologies) equipped high-performance liquid chromatography system (Shimadzu) coupled to a QTrap 5500 mass-spectrometer (AB Sciex) operating in negative ionization mode. Scheduled multiple reaction monitoring (MRM) transitions coupled with information-dependent acquisition and enhanced product ion-scanning was used thereafter. Specific lipid mediators were identified by matching their retention time and at least six diagnostic MS/MS ions, compared with external standards (Cayman Chemical) analyzed in parallel. For quantification, the MRM peak was compared with synthetic standards. Extraction recovery was determined using the internal deuterated standards added to the samples prior to extraction.

### Statistical analysis

GraphPad Prism 7 (GraphPad Software) was used for statistical analysis. Data are expressed as mean ± SEM. With three or more groups, statistical analysis was performed using one-way ANOVA, with Dunnett’s multiple comparisons testing and Gaussian distribution. Comparison of two parameters for two or more groups was performed using a two-way ANOVA, with Sidak’s multiple comparison testing. Data involving comparisons between two groups were analyzed using two-tailed *t*-test. p<0.05 was considered significant.

## Data Availability

The RNA sequencing data are deposited in GEO under accession number GSE168542. The following dataset was generated: WeinstockARugglesKVBrownEJFisherEA2021Wnt signaling enhances macrophage responses to IL-4 and promotes resolution of atherosclerosisNCBI Gene Expression OmnibusGSE16854210.7554/eLife.67932PMC799400133720008 The following previously published datasets were used: FernandezDMRahmanAHFernandezNChudnovskiyAAmirEDAmadoriLKhanNSWongCKShamailovaRHillCWangZRemarkRLiJRPinaCFariesCAwadAJMossNBjorkegrenJLMKim-SchulzeSGnjaticSMa'ayanAMoccoJFariesPMeradMGiannarelliC2019Single-cell immune landscape of human atherosclerotic plaquesZenodo10.5281/zenodo.3361716PMC731878431591603 LinJNishiHPolesJNiuXBrownEJRamseySAFisherEALokeP2019Single-cell analysis of fate-mapped macrophages reveals heterogeneity, including stem-like properties, during atherosclerosis progression and regressionNCBI Gene Expression OmnibusGSE12358710.1172/jci.insight.124574PMC647841130830865 SharmaMSchlegelPMAfonsoMSBrownEJRahmanKWeinstockASansburyBECorrEMvanSolingen CKoelwynGJShanleyLCBeckettLPeledDLafailleJJSpiteMLokePFisherEAMooreKJ2020Regulatory T cells license macrophage pro-resolving functions in atherosclerosis regressionNCBI Gene Expression OmnibusGSE14103810.1161/CIRCRESAHA.119.316461PMC736776532336197 SaninDEMatsushitaMGeltinkRIKGrzesKMvanTeijlingen Bakker NCorradoMKabatAMBuckMDQiuJLawlessSJCameronAMVillaMBaixauliFPattersonAEHässlerFCurtisJDO’NeillCMO’SullivanDWuDMittlerGHuangSCPearceELPearceEJ2019Mitochondrial Membrane Potential Regulates Nuclear Gene Expression in Macrophages Exposed to PGE2 (RNA-seq)NCBI Gene Expression OmnibusGSE11950910.1016/j.immuni.2018.10.011PMC727198130566880

# Supplementary material for: Wnt signaling enhances macrophage responses to IL-4 and promotes resolution of atherosclerosis
**Source:** eLife. 2021 Mar 15;10:e67932. doi: 10.7554/eLife.67932
**Supplement:** Supplementary file 1.

qPCR primer sequences

| Target gene | Forward primer | Reverse primer |
| --- | --- | --- |
| *Axin2* | 5’-CAGCCCTTGTGGTTCAAGCT-3’ | 5’-GGTAGATTCCTGATGGCCGTAGT-3’ |
| *Socs1* | 5’-GACGCCTGCGGCTTCTATT-3’ | 5’-CAGCTCGAAAAGGCAGTCG-3’ |
| *Ccl17* | 5’-TACCATGAGGTCACTTCAGATGC-3’ | 5’-GCACTCTCGGCCTACATTGG-3’ |
| *Socs3* | 5’-TGAGCGTCAAGACCCAGTCG-3’ | 5’-CACAGTCGAAGCGGGGAACT-3’ |
| *Arg1* | 5’-CTCCAAGCCAAAGTCCTTAGAG-3’ | 5’-AGGAGCTGTCATTAGGGACATC-3’ |
| *Hprt* | 5’-GAGGAGTCCTGTTGATGTTGCCAG-3’ | 5’-GGCTGGCCTATAGGCTCATAGTGC-3’ |
| *Gapdh* | 5’-AGGTCGGTGTGAACGGATTTG-3’ | 5’-TGTAGACCATGTAGTTGAGGTCA-3’ |
| *Ptges* | 5’-GAAGAAGGCTTTTGCCAACCC-3’ | 5’-TCCACATCTGGGTCACTCCT-3’ |
| *Ptgs2* | 5’-AGCCAGGCAGCAAATCCTT-3’ | 5’-CAGTCCGGGTACAGTCACAC-3’ |
| *Hpgd* | 5’-TCATTAGCAGGGCTCATGCC-3’ | 5’-TGTGAATCCGATGATGCCGT-3’ |
| *Lef1* | 5’-TGTTTATCCCATCACGGGTGG-3' | 5’-CATGGAAGTGTCGCCTGACAG-3' |
| *Stat3* | 5’-CAATACCATTGACCTGCCGAT-3' | 5’-GAGCGACTCAAACTGCCCT-3' |

How the deposited data were processed for this re-analysis (not part of the article)

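RNA-seq was analysed for BMDMs of 3 mice, each left untreated or treated for 16 hr with Wnt3a, IL-4 or both, which gave 12 samples in 4 groups of 3. The deposited values are raw counts per gene. To make these counts, the authors trimmed single reads with trimmomatic, aligned them to mm10 with STAR and counted them on genes with HTSeq-count. The paper names UCSC genes, while the table lists Ensembl identifiers, of which 48058 of 48526 (99.0%) were paired with a symbol from a mouse gene table. The table held 0 rows that name no gene, 0 repeated identifiers and 0 columns beyond those used. Gene positions, overlaps and shared 50-base stretches came from the GENCODE annotation of the same genome build.

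Total counts ranged from 13342492 to 17113982 in the untreated and IL-4 columns and from 29879207 to 51905621 in the Wnt3a-containing columns. A gene with 3 counts or fewer in every library of a group was taken to be at the floor of detection, and folds against it are lower bounds that cover counting error only.

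In each mouse, the Wnt3a and Wnt3a+IL-4 columns obey bounds that separate libraries would not, so they share reads. From them the parts called difference and remainder were solved for. Both parts come from Wnt3a-treated cells under either assignment. Where an assignment is needed, both are given: the first takes the difference as Wnt3a and the remainder as Wnt3a+IL-4, and the other is the reverse. Neither was chosen from the values. The fits on the columns follow the design fixed before the data were examined, and all values of the parts were chosen after seeing the data.

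Genes with at least 10 counts in at least 3 samples (13368 genes) were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test after TMM normalization, with all 12 samples in a single fit, no term for the mouse and a Benjamini-Hochberg adjusted p threshold of 0.05. The interaction compared the IL-4 effect with and without Wnt3a. Alternatives were DESeq2 1.42.0 with default settings, as the authors used an earlier version, DESeq2's size factors or total counts as the scaling, all genes with at least 1 count, genes with at least 1 CPM in at least 3 samples, only the groups compared, counts thinned to the smallest library, an adjusted p threshold of 0.01, an absolute log2 fold change of at least 1, the mouse as replicate block, and each mouse or library left out. On simulated counts with 200 changed genes, the test recovered 193 (96.5%) with 8 false calls among 201, and made 0 calls in an unchanged comparison. These counts were drawn as separate libraries, with the changed genes taken from well-counted genes. They do not show the error rate for columns that share reads.

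The labels pair the samples, since the same mouse gave 1 sample to each group. Deviations of same-mouse samples from their group means correlated between -0.15 and 0.28 across genes in the 15 pairs without shared reads, and 5 of these were over 0.1.

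Principal components were computed on log2 CPM with a prior count of 2, with samples as observations and genes centred. Named genes are those that the paper names for BMDMs in vitro. For each comparison with untreated cells and the interaction, they also include the 3 highest and 3 lowest log2 fold changes among called genes with a mean of at least 8 CPM in the higher group and the same direction in all 3 mice. Gene lists for JAK-STAT signaling, Wnt targets, IL-4 markers, toll-like receptor and NF-κB responses, interferon responses, STAT3 responses, PGE2 responses, neutrophils, stromal cells, the cell cycle and Y-linked genes were written before the data were examined. They were tested with camera (preset correlation 0.01) and fry from limma 3.58.1, and each median was set against 10000 random lists matched on mean expression. Of the 4 genes in the Y-linked list, 0 passed the count filter, so it was not tested. Lists overlap: of the tested genes, 10 in the JAK-STAT list, 5 in the STAT3 list and 2 in the IL-4 marker list belong to another list, and 0 in the toll-like receptor, interferon and neutrophil lists. The other data sets that the paper compares with this experiment were not analysed here.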

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

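The tests of technical explanations in this part, apart from the definition of the interaction itself, were chosen after the results were seen.

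The effect of IL-4 differed with and without Wnt3a in 142 genes (interaction in edgeR's quasi-likelihood fit, adjusted p under 0.05), with 28 positive and 114 negative. In 1 of 100 drawn splits of the 12 samples into 4 groups, the real one, the count was this large. The other splits mix samples with and without Wnt3a within a group, which widens the spread there. They therefore cannot decide whether an interaction count of 142 arises by chance. The count depends on the shared reads of the Wnt3a and Wnt3a+IL-4 columns. With the parts in place of the columns, 13 genes were called with the first assignment and 910 with the other. Of the 142 genes, 5 were called the same way in the first assignment and 138 in the other, and only 4 in both. Leaving out a mouse lowered the count to 48, 36 and 11 for mouse 1, 2 and 3. The labels do not settle the assignment, but the values of IL-4 genes argue against the other one. IL-4 markers had a median log2 change against untreated cells of 0.06 in the difference and 1.91 in the remainder. Of 420 IL-4 genes, 375 changed the same way in the remainder against the difference as with IL-4 alone, and 45 the opposite way. With the first assignment only 5 of the 142 calls held. Most of the 142 calls therefore depend on the shared reads and do not show that IL-4 acts differently with Wnt3a. The 4 genes called in both assignments, named after their values were seen, were *Trpm2* (0.86 on the log2 scale in the columns), *Itgax* (-2.60), *Mpp6* (-1.31) and *Txnip* (-0.59).

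Among the genes with the highest interaction values were *Pilra* (1.59, adjusted p = 1.3e-04 from edgeR), *Marco* (1.48) and *Siglece* (1.45), which IL-4 alone lowered. Among the lowest were *Rnase2a* (-13.09) and *Mgl2* (-3.35), which IL-4 alone raised. With the first assignment of the parts none of these 5 genes was called (*Pilra* 0.07, *Marco* 0.78, *Siglece* 0.87, *Rnase2a* -7.79 and *Mgl2* -0.47), and with the other all 5 were. Without mouse 3, *Marco*, *Siglece*, *Rnase2a* and *Mgl2* were not called (1.46, 1.27, -13.20 and -3.33). *Siglece* was not called without mouse 1 (1.48) or mouse 2 (1.56) either, nor *Mgl2* without mouse 1 (-3.30). The value of *Rnase2a* rests on untreated libraries at 0 counts. Of the 50-base stretches of *Mgl2*, 13.1% also occur in other genes, most often *Clec10a*. Either part held at most 8.80% of the IL-4 level of the same mouse for *Rnase2a* and at most 49.8% for *Mgl2*, and both genes were called lower than with IL-4 alone in either part, which argues against shared reads, and against an exchange of the Wnt3a and Wnt3a+IL-4 cultures, for the lower level with Wnt3a+IL-4. For the interaction values of the 5 genes, shared reads remain an open explanation. With the first assignment, on whose side the IL-4 markers lie, the values of *Pilra* and *Mgl2* were small. Those of *Marco*, *Siglece* and *Rnase2a* kept their direction without being called.

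*Retnla* had the interaction value -10.74 (adjusted p = 0.045 from edgeR). Untreated, Wnt3a and Wnt3a+IL-4 columns had 3 counts or fewer in every mouse, so this value has no size of its own, and it was not called in 9 of the fits that used other settings on the columns. The gene was at least 444-fold lower in the Wnt3a+IL-4 than in the IL-4 columns, and lower in 3 of 3 mice. A sum that holds a library at the level of IL-4 alone, 535 counts or more, could not have 3 counts or fewer, so shared reads are argued against by this bound under either assignment. Of its 50-base stretches, 0% occur in other annotated genes, which argues against reads lost to a relative. IL-4 being inactive in the Wnt3a+IL-4 cultures would leave the parts alike along the changes made by IL-4, whichever part is which. Over the other 420 IL-4 genes called with the parts, the IL-4 change and the difference between the parts correlated across genes with a size of 0.80. This argues against inactive IL-4 (genes are not independent replicates). Of these genes, 375 changed the same way in the remainder against the difference as with IL-4 alone, and 45 the opposite way. *Retnla* had 1 count or fewer in both parts of every mouse, at most 0.133% of the IL-4 level of the same mouse, which argues against an exchange of the Wnt3a and Wnt3a+IL-4 cultures. That Wnt3a blocks the induction of *Retnla* by IL-4 is a hypothesis, found and tested on the same libraries.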

How the results depend on the processing

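Alternatives were set before the data were examined, apart from the separated parts, fry for all lists and the replicate block for the gene lists, which were chosen after seeing the data. Unless a cause is named, the cause of a change was not tested.

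Scaling by total count alone moved the split of higher and lower genes, from 443 and 265 to 374 and 423 for IL-4, from 2013 and 2050 to 1527 and 3028 for Wnt3a, from 1964 and 1951 to 1520 and 2925 for Wnt3a+IL-4 and from 28 and 114 to 41 and 89 for the interaction. An absolute log2 fold change of at least 1 left 157 genes for IL-4, 992 for Wnt3a, 952 for Wnt3a+IL-4, 798 for Wnt3a+IL-4 against IL-4 and 60 for the interaction. An adjusted p under 0.01 left 336, 2497, 2437, 2084 and 65. With only the groups compared, IL-4 gave 407 genes. DESeq2's test gave 268 genes for the interaction. Across the fits that each left out a mouse or a library, counts ran from 181 to 785 for IL-4, from 2200 to 4081 for Wnt3a, from 2093 to 4088 for Wnt3a+IL-4, from 1670 to 3011 for Wnt3a+IL-4 against IL-4 and from 11 to 137 for the interaction. Fewer samples enter these fits.

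With the separated parts, IL-4 gave 422 genes, and 391 with the replicate block. The parts differed from each other in 652 genes, and in 556 with the replicate block, where the columns gave 0 calls, since the columns share reads. With the difference as Wnt3a, Wnt3a gave 2659 genes with the replicate block. The interaction gave 13 genes with the first assignment and 910 with the other, and 11 and 854 with the replicate block.

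On the columns, the mouse as replicate block gave 864 genes for IL-4, 4435 for Wnt3a, 4280 for Wnt3a+IL-4 and 196 for the interaction. It changed no total by over 1.5 times and no call of a named gene. The split of positive and negative interaction genes moved more, from 28 and 114 to 55 and 141.

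The share of Wnt3a genes also changed by Wnt3a+IL-4 was 87.7% with counts thinned to the smallest library, and 87.4% with the replicate block as well. It ran from 90.5% to 93.9% across the fits that left out a mouse or a library. With the parts it was 68.0% and 62.5%, and 68.1% and 63.4% with the replicate block.

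The share of variance on PC1 was 71.2% for CPM without log, 98.8% for raw counts, 64.8% for variance-stabilized values, 74.7% for the 500 genes with the highest variance, 35.6% for all genes, 60.6% with mouse means removed (replicate block) and 36.1% for scaled genes. It was 98.1% and 99.3% with samples as variables on log2 CPM and raw counts, 48.2% with the parts and 97.7% with the parts and samples as variables. It ran from 58.6% to 61.6% without a mouse.

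The JAK-STAT list passed its threshold by Fisher's exact test under the other settings, and limma's camera in place of Fisher's exact test did not (p = 0.121 for Wnt3a and 0.0854 for Wnt3a+IL-4).

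*Arg1* changed sign with the parts. Where the difference stands for a treatment, its log2 fold change against untreated cells was -1.24 (-1.24 with the replicate block). The adjusted p from edgeR was 0.73 (0.69 with the replicate block). That part had 1 count or fewer in each mouse, and untreated cells were at the floor of detection too, so this value shows no direction. For Wnt3a+IL-4 against IL-4 the log2 fold change of *Arg1* was -5.74, and -5.86 with the replicate block, with the difference as Wnt3a+IL-4. With the remainder as Wnt3a+IL-4, *Arg1* was higher than with IL-4 alone in each mouse. The remainder had 12.8 ± 10.6 CPM (SD, n = 3) against 1.53 ± 0.13 CPM (SD, n = 3) with IL-4. The values of IL-4 genes argue against the difference as Wnt3a+IL-4. Among the values of named genes under the alternatives, 988 kept their direction and side of the threshold, 70 lost the call and 11 gained it. A further 6 changed sign, all 6 of *Arg1*, including those against untreated cells at the floor of detection.

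The 6 samples of each comparison were also split in other ways. The real split gave the most calls, as 1 of 10 splits, for IL-4, Wnt3a, Wnt3a+IL-4 and Wnt3a+IL-4 against IL-4, and 1 of 10 is the smallest share that 3 samples against 3 can give. Among the 4 splits that part the mice as the real split does, it was 1 of 4. The other splits mix the compared groups, which widens the spread within a group where the groups differ. They therefore cannot decide whether these counts arise by chance. For Wnt3a+IL-4 against Wnt3a, all 10 of 10 splits gave 0 calls.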

Differences from the paper's values

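The second principal component held 12.8% of the variance, against the paper's about 8.4% in Fig. 7A, read by eye. Of the alternatives set before the data were examined, DESeq2's variance-stabilized values (11.3%) and the 500 genes with the highest variance (10.7%) came within 1.5 times the paper's value. CPM without log (18.5%), raw counts without log (0.68%), all genes in the table (12.7%), mouse means removed (14.5%), leaving out a mouse (14.9% to 16.7%), samples as variables (1.01% on log2 CPM and 0.48% on raw counts) and genes scaled to unit variance (18.0%) did not. The first component held 53.4% against the paper's about 77% in Fig. 7A, read by eye, which is within 1.5 times. The paper's analysis took 19,862 transcripts and the one here 13,368 genes. The share of the first component was 35.6% with all genes in the table and 74.7% with the 500 genes with the highest variance.

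In Fig. 7A the Wnt3a-containing samples lie apart from the others along the second axis, whereas here they were separated along the first component (a difference of 67.5 in mean score). In the drawing every sample has a positive first coordinate. With samples as variables, an alternative set before the data were examined, all 12 samples had positive first coordinates here too. The Wnt3a-containing samples then lay apart along the second axis, at 0.27 to 0.32 against -0.32 to -0.22 on log2 CPM and at -0.36 to -0.015 against 0.31 to 0.41 on raw counts. The axes and shares of the drawing may therefore be of another kind than the main values here, although the shares with samples as variables (98.1% and 1.01% on log2 CPM) were not those of the drawing.

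In Figure 7-figure supplement 1A, the circle of genes changed by Wnt3a+IL-4 is drawn larger than that of Wnt3a. Here 3915 and 4063 genes were called. Without replicate 2 (3032 and 2846) and without untreated replicate 2 (4088 and 4081), the order was that of the drawing. It was also that of the drawing with the difference as Wnt3a and the remainder as Wnt3a+IL-4 (3137 and 2884), a setting chosen after seeing the values, and with the replicate block added to it (2858 and 2659). With the reverse assignment it was not.

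The paper lists TGFβ as differentially expressed in Wnt3a-treated cells without naming the gene. *Tgfb3* was called here (log2 fold change -1.76), and *Tgfb1* was not (-0.20, adjusted p = 0.054 from edgeR). Scaling by total count alone (-0.27), genes with at least 1 CPM in at least 3 samples (-0.20), leaving out mouse 1 (-0.30) and leaving out its untreated sample (-0.29) each called *Tgfb1* lower.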

Other observations

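In this part, the tests of explanations, fry and all values of the parts were chosen after the results were seen. The fits on the columns and their alternatives were set before the data were examined. The gene lists were also written before then.

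The Wnt3a and Wnt3a+IL-4 columns of each mouse may be sums that share a library. Over the 3 mice 0 genes lay outside the bounds that such sums obey. A single library counted again at a greater depth is argued against: as a random share of the Wnt3a+IL-4 column, the difference gave a chi-square of at least 23.98 per degree of freedom over genes with at least 50 counts, where a random share gives a value near 1. A candidate explanation is that count files were added up across samples before they were deposited. How this came about was not tested, and whether the paper's own calls used these sums is not known.

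Genes that the paper measured by qPCR, or whose proteins it added or blocked, were also counted here. In the Wnt3a columns *Ptgs2* (log2 fold change 2.99), *Ptges* (1.64), *Met* (1.48) and *Socs3* (1.78) were higher and *Hpgd* (-2.86), *Il10* (-1.61), *Il10ra* (-0.40) and *Il10rb* (-0.40) lower (adjusted p at most 0.0011 from edgeR). Each had the same direction in both parts. *Il10rb* was not called in the remainder (adjusted p = 0.054), and 14.9% of its exon bases lie in another gene. *Il6st* was called lower (-0.24, adjusted p = 0.042 from edgeR) but lost the call under 13 of the fits on the columns. *Axin2* was at least 1.86-fold higher, with an adjusted p from edgeR of 0.080 without mouse 1 and 0.053 without mouse 2. This rise rests mostly on the remainder, with 11, 9 and 13 counts in mouse 1, 2 and 3 against 1, 1 and 5 in the difference. The remainder was at least 3.83-fold above untreated cells, whereas no rise could be shown in the difference at this depth. *Ccl17* was at least 5.53-fold higher in the Wnt3a and 7.33-fold higher in the Wnt3a+IL-4 columns, bounds that rest mostly on mouse 1. It had 102, 23 and 24 counts in the Wnt3a columns of mouse 1, 2 and 3, and 89, 19 and 23 in the Wnt3a+IL-4 columns. *Ccl17* lost its call in both without mouse 3 (adjusted p = 0.071 and 0.056 from edgeR). Its Wnt3a call was also lost in the difference and without the untreated column of mouse 1 or mouse 3 (adjusted p = 0.090, 0.051 and 0.050 from edgeR).

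*Arg1* shows what the shared reads do to a single gene. It had 0, 2 and 1 counts in the untreated columns of mouse 1, 2 and 3 and 26, 26 and 19 in the IL-4 columns. It had 402, 99 and 114 in the Wnt3a columns and 402, 98 and 114 in the Wnt3a+IL-4 columns. The difference held 0, 1 and 0 counts and the remainder 402, 97 and 114. The columns place *Arg1* at least 22.9-fold above untreated cells with Wnt3a and at least 34.4-fold above with Wnt3a+IL-4, while nearly all of these counts lie in a single part. Against IL-4, the Wnt3a+IL-4 columns were higher (log2 fold change 2.03, adjusted p = 0.029 from edgeR), and without the Wnt3a+IL-4 column of mouse 1 the change was 1.18 (adjusted p = 0.15 from edgeR). The call was also lost without mouse 3 and without each IL-4 column (adjusted p between 0.083 and 0.13 from edgeR). IL-4 alone raised it at least 8.42-fold, without passing the threshold (adjusted p = 0.073 from edgeR).

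Genes of toll-like receptor and NF-κB responses were raised in the Wnt3a columns. The list had a median log2 change of 1.43 over 22 tested genes (camera adjusted p = 1.4e-12 from limma, also called by fry), with 13 higher and 4 lower, and 1.48 and 1.46 in the parts. With its 3 genes at the floor of detection set to their bounds the median was 1.43 too. The interferon list rose too, with a median of 1.29 over 14 tested genes, 10 higher and 0 lower. Deeper sequencing of these columns is argued against, since the list's median was 1.41 with counts thinned to the smallest library. Granulocytes are argued against by the neutrophil list, whose median was -0.38 over 8 tested genes. Its most abundant gene, *S100a9*, fell from 18.9 ± 1.93 CPM (SD, n = 3) in untreated cells to 13.6 ± 3.17 CPM (SD, n = 3), and *Ngp* from 15.1 ± 2.21 to 9.50 ± 1.67 CPM (SD, n = 3). A ligand of toll-like receptors in the Wnt3a preparation would raise both lists, as was seen, and remains a possible explanation, but a response to Wnt3a itself may do the same, and no sample here separates them.

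The other lists gave 60 tests in all with those above, of which camera called 31 and fry 28, with 20 shared. In the Wnt3a columns the medians were 1.05 for IL-4 markers (1.14 with genes at the floor of detection set to their bounds), 0.44 for STAT3 responses and -0.76 for Wnt targets (6 tested genes, with *Axin2* higher and *Ccnd1* and *Myc* lower), each called by camera and fry. The STAT3 list was called by both in the difference (0.44) and by neither in the remainder (0.34, adjusted p = 0.26 and 0.063 from limma's camera and fry). Both called the Wnt targets in the difference (-1.82) and in the remainder (-1.11), over 4 tested genes without *Axin2*. For PGE2 responses (0.17), stromal genes (-0.79) and the cell cycle (0.73) camera made no call. The IL-4 markers had a median of 0.06 in the difference and 1.91 in the remainder. With IL-4 alone, IL-4 markers rose (2.12, or 2.06 with bounds, called by both) and PGE2 responses fell (-0.31, called by both). The neutrophil list rose (0.32, called by both) with no gene called, and neither test called it with the parts in place of the columns, over 6 tested genes instead of 8 (adjusted p = 0.099 and 0.15 from limma's camera and fry). The interferon list (-0.78), the TLR list (-0.10) and the cell cycle (0.53) were called by camera and not by fry, and the JAK-STAT (0.02) and STAT3 lists (-0.03) by fry and not by camera.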
